# PACT-mediated PKR activation acts as a hyperosmotic stress intensity sensor weakening osmoadaptation and enhancing inflammation

**DOI:** 10.7554/eLife.52241

**Published:** 2020-03-16

**Authors:** Kenneth T Farabaugh, Dawid Krokowski, Bo-Jhih Guan, Zhaofeng Gao, Xing-Huang Gao, Jing Wu, Raul Jobava, Greeshma Ray, Tristan J de Jesus, Massimiliano G Bianchi, Evelyn Chukwurah, Ovidio Bussolati, Michael Kilberg, David A Buchner, Ganes C Sen, Calvin Cotton, Christine McDonald, Michelle Longworth, Parameswaran Ramakrishnan, Maria Hatzoglou

**Keywords:** Hyperosmotic stress, TonEBP, NF-κB p65, NF-κB c-Rel, PACT, PKR, Mouse

## Abstract

The inability of cells to adapt to increased environmental tonicity can lead to inflammatory gene expression and pathogenesis. The Rel family of transcription factors TonEBP and NF-κB p65 play critical roles in the switch from osmoadaptive homeostasis to inflammation, respectively. Here we identified PACT-mediated PKR kinase activation as a marker of the termination of adaptation and initiation of inflammation in *Mus musculus* embryonic fibroblasts. We found that high stress-induced PACT-PKR activation inhibits the interaction between NF-κB c-Rel and TonEBP essential for the increased expression of TonEBP-dependent osmoprotective genes. This resulted in enhanced formation of TonEBP/NF-κB p65 complexes and enhanced proinflammatory gene expression. These data demonstrate a novel role of c-Rel in the adaptive response to hyperosmotic stress, which is inhibited via a PACT/PKR-dependent dimer redistribution of the Rel family transcription factors. Our results suggest that inhibiting PACT-PKR signaling may prove a novel target for alleviating stress-induced inflammatory diseases.

## eLife digest

Cells are sensitive to changes in their environment. For example, maintaining normal salt levels in the blood, also called tonicity, is essential for the health of individual cells and the organism as a whole. Tonicity controls the movement of water in and out of the cell: high levels of salt inside the cell draw water in, while high levels of salt outside the cell draw water out. If salt levels in the environment surrounding the cells become too high, too much water will be drawn out, causing the cells to shrink.

Changes in tonicity can cause the cell to become stressed. Initially, cells adapt to this stress by switching on sets of genes that help restore fluid balance and allow the cell to regain its normal shape and size. If the increase in tonicity exceeds tolerable stress levels and harms the cell, this initiates an inflammatory response which ultimately leads to cell death. However, it remained unclear how cells switch from adapting to responding with inflammation.

Now, Farabaugh et al. have used an experimental system which mimics high salt to identify the mechanism that allows cells to switch between these two responses. The experiments showed that when salt levels are too high, cells switch on a stress sensing protein called PACT, which activates another protein called PKR. When PACT was deleted from mouse cells, this led to a decrease in the activity of inflammatory genes, and prevented the cells from self-destructing.

Other proteins that are involved in the adaptive and inflammatory response are the NF-κB family of proteins and TonEBP. Farabaugh et al. found that under low intensity stress, when salt levels outside the cell are slightly too high, a family member of NF-κB works with TonEBP to switch on adaptive genes. But, if salt levels continue to rise, PACT activates and turns on PKR. This blocks the interaction between NF-κB and TonEBP, allowing another family member of NF-κB to interact with TonEBP instead. This switches the adaptive response off and the inflammatory response on.

There are many diseases that involve changes in tonicity, including diabetes, cancer, inflammatory bowel disease, and dry eye syndrome. Understanding the proteins involved in the adaptive and inflammatory response could lead to the development of drugs that help to protect cells from stress-induced damage.

## Introduction

The cellular response to increased extracellular osmolytes is a tightly regulated fundamental process that dictates the cell fate (Burg et al., 2007). Multiple signaling pathways are involved in orchestrating the hyperosmotic stress response, with the ultimate goal of maintaining a constant cell volume. Although the initial sensor of hyperosmolarity is unknown in mammalian cells, adaptation to hyperosmotic stress has been shown to be dependent on induction of genes by the transcription factor Tonicity Enhancer Binding Protein (TonEBP) (Burg et al., 2007). TonEBP translocates to the nucleus in response to an increase in osmolarity to regulate transcription of target genes associated with osmoadaptation (Miyakawa et al., 1999). These include chaperone proteins (heat shock protein 70 [HSP70, *Hspa1a*]; Woo et al., 2002), enzymes involved in biosynthesis of neutral osmolytes (aldose reductase [AR, *Akr1b1*]; Ferraris et al., 1994), and membrane proteins that transport organic osmolytes such as amino acids proline and alanine across the plasma membrane (sodium-coupled neutral amino acid transporter [SNAT2, *Slc38a2*]; Trama et al., 2002). The SNAT2-mediated arm of the adaptive response is also dependent on the membrane trafficking function of PP1/GADD34 (Krokowski et al., 2017).

When the degree of hyperosmotic stress becomes too high to overcome, the adaptive response fails. The failure to adapt will lead to an increase in inflammatory signaling, followed by apoptosis (Brocker et al., 2012). We have previously determined in MEFs that extracellular osmolarities of 500 and 600 mOsm are representative of low stress intensity/adaptive response and high stress intensity/non-adaptive response, respectively (Farabaugh et al., 2017). Inflammation is known to be regulated by many signaling pathways, including but not limited to NF-κB signaling (Liu et al., 2017). An increase in hyperosmolarity is associated with an increase in NF-κB activation (Németh et al., 2002) and inflammation (Müller et al., 2019), as well as production and release of multiple proinflammatory cytokines, including IL8 (10), TNFα (Lang et al., 2002), IL1β (Ip and Medzhitov, 2015), and IL6 (Igarashi et al., 2014). Apoptosis occurs following exposure to hyperosmolarity beyond which adaptation is possible, the limit of which can vary between cell types but is sharply defined within each (Burg et al., 2007). Apoptosis following hyperosmotic stress is characterized by depolarization of mitochondria leading to an increase in the Bax/Bcl-2 ratio (Michea et al., 2002), as well as sometimes by clustering and internalization of TNFα receptors (Rosette and Karin, 1996). This potentially contributes to a number of human diseases, such as dry eye syndrome (Lemp et al., 2011), diabetes (Stookey et al., 2004), and inflammatory bowel disease (Schwartz et al., 2009).

We have previously shown that NF-κB-dependent signaling is pro-apoptotic in high-intensity hyperosmotic stress, in part via induction of inducible nitric oxide synthetase (iNOS) (Farabaugh et al., 2017). The NF-κB transcription factor family consists of five subunits, three of which have transactivation activity (RelA/p65, Rel/c-Rel, and RelB) (www.bu.edu/nf-kb). These subunits are extensively post-translationally modified and can homodimerize or heterodimerize to form unique complexes that fine-tune different transcriptional programs (Oeckinghaus and Ghosh, 2009). NF-κB p65 has been previously shown to play a role in both hyperosmotic stress and inflammation (Liu et al., 2017; Németh et al., 2002). NF-κB p65 is phosphorylated and accumulates in the nucleus in hyperosmotic conditions, and induces the transcription of a number of proinflammatory target genes, such as *Nos2* (Jia et al., 2013), *Il6* (Farabaugh et al., 2017), and *Tnfa* (Iwata et al., 1999), as well as caspase 3/9 activation (Eisner et al., 2006). NF-κB p65 is necessary for initiation of the inflammatory response in response to LPS (McDonald et al., 1997; Hobbs et al., 2018), for the development of Th17 cells via induction of the transcription factor RORγ (Ruan et al., 2011a), and for pathology in many diseases with inflammatory components, including inflammatory bowel disease (Han et al., 2018; Schreiber et al., 1998) and dry eye syndrome (Tan et al., 2018; He et al., 2011). Although deletion of NF-κB p65 is embryonically lethal in mice, simultaneous deletion of *Tnfa* leads to survival, and demonstrates that NF-κB p65 plays a role in the prevention of TNF-induced toxicity during development (Doi et al., 1999). The role of NF-κB c-Rel has not been examined in hyperosmotic stress, though it has been shown to have both proinflammatory (de Jesús and Ramakrishnan, 2020; Liu et al., 2017) and developmental (Gilmore and Gerondakis, 2011) functions. c-Rel is required for transcription of many genes necessary for immune system function, including *Irf4*, which promotes proliferation of B cells (Grumont and Gerondakis, 2000), *Bcl2l1* and *Bcl2A1*, which promote survival of B cells (Owyang et al., 2001), and *Il21*, which promotes development of Th17 cells (Chen et al., 2010). c-Rel-deficiency leads to altered phenotypes in many disease models: c-Rel KO mice are resistant to EAE, an autoimmune model of multiple sclerosis driven by Th17 cells (Chen et al., 2011); c-Rel KO mice fail to develop severe colitis induced by treatment with dextran sodium sulfate (DSS)(Luu et al., 2017), perhaps also as a result of loss of Th17 cell development (Chen et al., 2011); and overexpression of c-Rel has been shown to protect human islets from cell death mediated by the cell death protein PDCD4 via an increase in microRNA-21 expression (Ruan et al., 2011b).

We have shown that protein kinase R (PKR) promotes the nuclear localization of Serine-536 phosphorylated NF-κB family member p65, which leads to an increase in inflammatory gene induction and cell death (Farabaugh et al., 2017). PKR is activated under hyperosmotic stress (Farabaugh et al., 2017), and it has also been shown previously to regulate NF-κB signaling in inflammatory conditions, via the direct phosphorylation of the inhibitor of κB (IκB; Kumar et al., 1994) or interaction with the inhibitor of κB kinase (IKK; Ishii et al., 2001). PKR activation and downstream NF-κB signaling were also evident after high intensity hyperosmotic treatment with dextran sodium sulfate (DSS, 10%) in cell culture (Farabaugh et al., 2017). In contrast, we observed adaptation to low intensity hyperosmotic treatment (5% DSS)(Farabaugh et al., 2017). PKR consists of two repeated double-stranded RNA (dsRNA)-binding motifs, DRBM I and DRBM II, and a C-terminal kinase domain (Clemens and Elia, 1997). PKR phosphorylates Ser-51 of the eukaryotic translation initiation factor 2 α subunit (eIF2α), contributing to inhibition of global mRNA translation (Saelens et al., 2001; Bevilacqua et al., 2010). Although PKR is classically activated by the binding of viral double-stranded RNA (dsRNA) to the dsRNA-binding domain, we have shown that the binding of dsRNA is unnecessary for PKR activation and downstream eIF2α phosphorylation in hyperosmotic conditions (Farabaugh et al., 2017).

Another potential mechanism of PKR activation is via protein–protein binding of PKR and the PKR-activating protein (PACT)(Patel and Sen, 1998). PACT is a dsRNA-binding protein that can bind PKR at several domains including the two dsRNA-binding domains and the N-terminal portion of the kinase domain (Peters et al., 2001). PACT interaction with the kinase domain of PKR, inhibits its closed conformation and promotes an open, active conformation (Li et al., 2006). In addition to constitutive phosphorylations at Ser-18 and Ser-246, PACT can become additionally phosphorylated at Ser-287 in stress conditions such as arsenite treatment and oxidative stress, which leads to increased association with PKR and PKR activation (Peters et al., 2006). The involvement of PACT in hyperosmotic stress conditions has not been previously investigated.

Here, we show that hyperosmotic stress induces PACT-mediated PKR activation, which disrupts the association of NF-κB c-Rel with other Rel homology domain (RHD)-containing binding partners NF-κB p65 and TonEBP. The loss of NF-κB c-Rel/NF-κB p65 and NF-κB c-Rel/TonEBP heterodimers in hyperosmotic conditions leads to a reduction in osmoadaptive and pro-survival gene transcription and enhances TonEBP/NF-κB p65-dependent proinflammatory signaling (Figure 1A). We also show that differential gene expression programs based on hyperosmotic stress intensity persist across multiple cell types and treatments with various osmolytes, the results of which equate to a universal switch from adaptation to increased inflammatory signaling.

**Figure 1.**
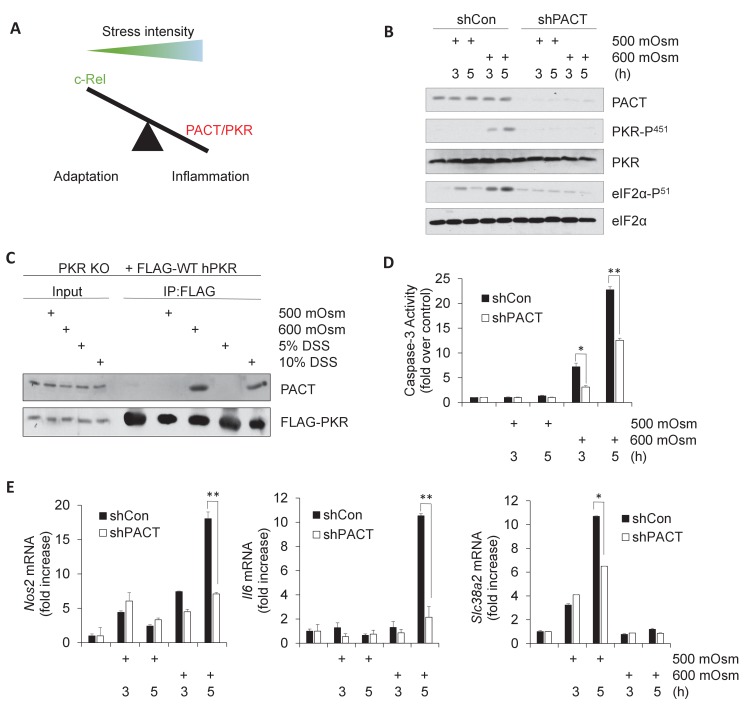
Activation of PACT-PKR axis promotes proinflammatory gene expression in response to high-intensity hyperosmotic stress. (**A**) As stress intensity increases, signaling shifts from c-Rel-mediated adaptation to PACT/PKR-mediated inflammation. (**B**) MEFs selected for shRNA-mediated knockdown of PACT and control vector were treated with 500 or 600 mOsm sucrose for the indicated durations. Lysates were analyzed via western blot for the indicated proteins. (**C**) PKR KO MEFs reconstituted with FLAG-tagged human PKR were treated with sucrose or DSS for 3 hr. Co-immunoprecipitation with FLAG antibody was analyzed by western blot. Inputs are 5% of immunoprecipitated sample. (**D**) Control and shPACT MEFs were treated with 500 or 600 mOsm sucrose. Lysates were assayed for caspase-3 enzymatic activity. (**E**) Control and shPACT MEFs were treated with 500 or 600 mOsm sucrose. RNA was isolated, and transcripts were analyzed via RT-qPCR for the indicated mRNAs. Figure 1—source data 1.Graph values for caspase-3 activity assays and RT-qPCR experiments in Figure 1.

**Figure 1—figure supplement 1.**
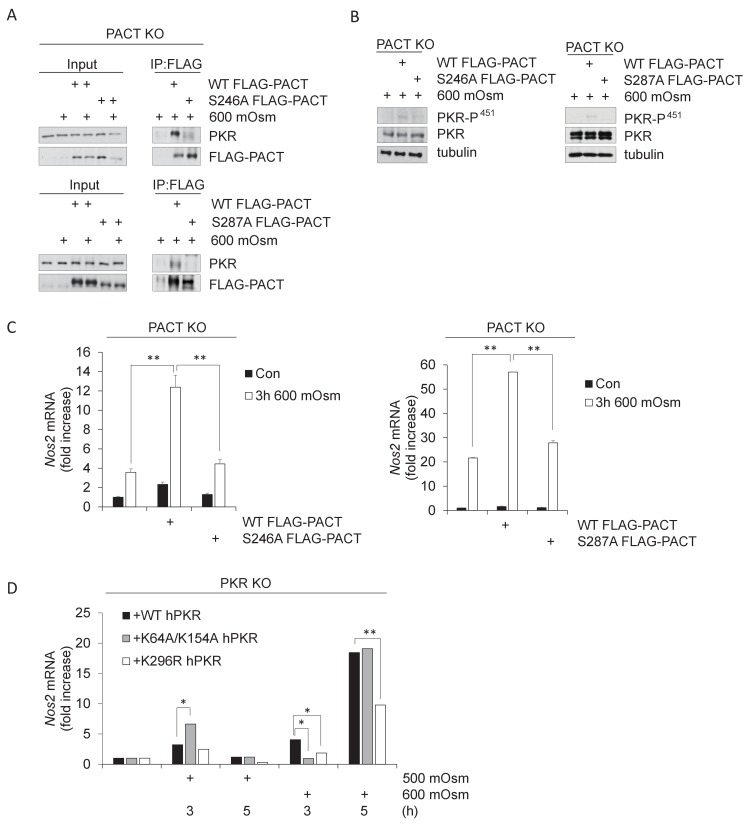
PACT Ser-246 and Ser-287 are necessary for PKR interaction and downstream inflammatory signaling. (**A**) PACT KO MEFs were reconstituted with FLAG-WT PACT or FLAG-S246A mutant PACT constructs, then treated with 600 mOsm sucrose for 3 hr. Proteins from total cell extracts or co-immunoprecipitated with the FLAG antibody were analyzed via western blot. (**B**) PACT KO MEFs were reconstituted with FLAG-WT PACT, FLAG-S246A, or FLAG-S287A mutant PACT constructs, then treated with 600 mOsm sucrose for 3 hr. Total lysates were analyzed via western blot. (**C**) PACT KO MEFs were reconstituted with FLAG-WT PACT or FLAG-S246A mutant PACT constructs, then treated with 600 mOsm sucrose for 3 hr. RNA was isolated, and *Nos2* transcript levels were analyzed via qPCR. (**D**) PKR KO MEFs reconstituted with wild type PKR, PKR mutated at the RNA-binding residues (K64R/K154R), or kinase activity-deficient PKR (K296R) were treated with 500 or 600 mOsm sucrose for the indicated durations. RNA was isolated, and *Nos2* transcript levels were analyzed via qPCR.

**Figure 1—figure supplement 2.**
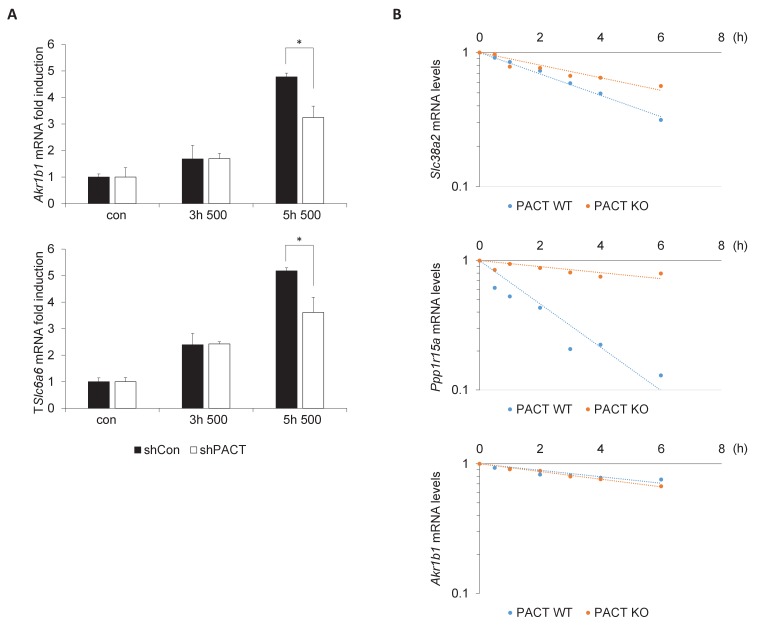
PACT influences the TonEBP-dependent adaptive transcription program. (**A**) MEFs deficient in PACT were treated with 500 mOsm hyperosmotic media for the indicated durations. Total mRNA was isolated, and target mRNA levels analyzed via RT-qPCR. (**B**) MEFs deficient in PACT were treated with 500 mOsm hyperosmotic media for 3 hr. Actinomycin D was added, and total mRNA was harvested after the indicated duration. mRNA half-life was calculated using linear regression analysis.

## Results

### PACT activates PKR and promotes proinflammatory gene expression in high-intensity hyperosmotic stress

In order to determine whether PKR activation in high intensity hyperosmotic conditions occurs via interaction with activating protein PACT, we first investigated the effects of PACT knockdown on PKR activation. We suppressed PACT expression in mouse embryonic fibroblasts (MEFs) by lentiviral delivery of an shRNA directed against PACT. In these stable knockdown shPACT MEFs, PACT protein levels were significantly reduced compared to MEFs infected with the control lentiviral vector (shCon) (Figure 1B). Decrease in *Prkra* led to a substantial reduction in PKR activation at high-intensity hyperosmotic stress (600 mOsm) as measured by PKR phosphorylation at Serine-451 (Figure 1B). This reduction in PKR activation correlated with the reduction of phosphorylation of PKR substrate eIF2α at serine-51. This suggests that PACT is necessary for PKR activation and downstream signaling in high intensity hyperosmotic stress conditions.

It has previously been shown that PKR and PACT interact at three distinct protein domains with varying degrees of specificity (Peters et al., 2001). To verify that PACT interacts with PKR in response to hyperosmotic conditions, we performed co-immunoprecipitation experiments in PKR KO MEFs that had been reconstituted with FLAG-tagged human PKR (Youssef et al., 2015). In unstressed or low-intensity stress conditions (500 mOsm sucrose or 5% w/v DSS), we found no PACT-PKR interaction; however, in high-intensity stress conditions (600 mOsm sucrose or 10% w/v DSS), PACT-PKR existed in a complex, suggesting stress intensity-induced binding (Figure 1C).

Several phosphorylation sites of PACT have been proposed as being necessary for PACT-mediated activation of PKR. Phosphorylation of Ser-287 occurs in response to various cellular stresses, and depends upon prior phosphorylation of Ser-246 (Peters et al., 2006). To address the importance of these phosphorylation sites in high intensity hyperosmotic stress conditions, we reconstituted PACT KO MEFs with FLAG-tagged PACT constructs. When PACT KO MEFs were reconstituted with PACT bearing a mutated phosphosite at residue 287 (S287A), or at its prerequisite phosphosite residue 246 (S246A), interaction with PKR was diminished compared to the wild type (WT) PACT control (Figure 1—figure supplement 1A). Lacking these phosphorylation sites, and the interaction with PKR that depends on the modification of these residues, PKR was unable to be activated as measured by its autophosphorylation at Thr-451 (Figure 1—figure supplement 1B). Together, these data indicate that in response to high-intensity hyperosmotic stress, PACT phosphorylation at residues Ser-246 and Ser-287 promote its interaction with PKR to activate its kinase activity.

To gain functional insight into the interaction of PACT with PKR, we examined cell fate in MEFs depleted of PACT. We hypothesized that if PACT was necessary to activate PKR in high stress intensity, a loss of PACT protein would demonstrate a corresponding decrease in high stress-induced apoptotic activity. We found that shPACT cells showed significantly reduced caspase-3 activity, suggesting that PACT has a pro-apoptotic role in high-intensity hyperosmotic stress conditions (Figure 1D), similar to PKR (Farabaugh et al., 2017). Combined with Figure 1C, these data demonstrate that at low intensity stress conditions, there is neither any increase in caspase-3 activity nor interaction between PACT and PKR; PACT-PKR interaction and increased apoptosis only occur in high-intensity hyperosmotic stress. This result suggests that PACT-PKR interaction promoted PKR activation leading to apoptosis.

We have previously shown that expression of proinflammatory genes such as iNOS and IL6 are induced in high-intensity hyperosmotic conditions, and are in part dependent on signaling downstream of PKR activation (Farabaugh et al., 2017). We hypothesized that if PACT played a role in PKR activation in hyperosmotic stress, the result of PACT knockdown would be a decrease in proinflammatory gene expression similar to the decrease observed in PKR-deficient cells (Farabaugh et al., 2017). We found that loss of PACT led to a decrease in mRNA induction of several proinflammatory genes such as *Nos2* and *Il6* under high intensity stress (Figure 1E). Further supporting the role of PACT-PKR signaling in high stress-induced inflammatory gene expression, we found that *Nos2* mRNA induction was also decreased in MEFs in which PACT phosphorylation at Ser-246 and Ser-287 was impaired (Figure 1—figure supplement 1C), and in which the kinase function of PKR was inactive by mutation of the catalytic lysine residue in the active site to arginine (Figure 1—figure supplement 1D). The ability of PKR to bind to dsRNA did not affect *Nos2* mRNA levels in hyperosmotic stress conditions, as demonstrated by impairment of RNA binding via double mutation of key residues involved in this interaction, Lys-64 and Lys-154 (Figure 1—figure supplement 1D). Together, these data demonstrate that functional PACT-PKR signaling is necessary for maximal expression of a subset of inflammatory genes. Finally, induction of osmoadaptive *Slc38a2* mRNA levels was unaffected after 3 hr of low-intensity stress treatment in cells depleted of PACT (Figure 1E); the decrease after 5 hr of low-intensity treatment may be a result of downstream PACT signaling on post-transcriptional mechanisms on *Slc38a2* mRNA accumulation. This decrease in osmoadaptive mRNA levels did not lead to caspase-3 activity or apoptosis under low intensity hyperosmotic stress (Figure 1D).

### NF-κB c-Rel promotes the adaptive response to hyperosmotic stress

Given the crucial role of the TonEBP transcription program for osmoadaptation (Burg et al., 2007), we next examined the effects of PACT on the nuclear localization of TonEBP in high and low stress intensity. Although it is well established that TonEBP homodimers induce expression of osmoadaptive genes (Burg et al., 2007), it has also been reported that TonEBP can form complexes with NF-κB p65 via the shared Rel homology domain (Lee et al., 2016). Since we have also shown that loss of PKR activation affects NF-κB nuclear accumulation in hyperosmotic conditions (Farabaugh et al., 2017), we speculated that the cellular context may influence TonEBP-mediated osmoadaptive gene expression. We therefore examined TonEBP expression and nuclear localization in shPACT MEFs treated with either high or low stress intensity. We found similar patterns in TonEBP nuclear localization upon PACT depletion either at low or at high stress intensity (Figure 2A). This indicates that TonEBP alone may not be sufficient to induce maximum levels of expression of osmoadaptive genes in response to hyperosmotic conditions irrespective of stress intensity. We therefore speculated that additional Rel homology domain family members may play a role in osmoadaptation dependent on PACT-mediated PKR signaling. Interestingly, we found nuclear accumulation of the NF-κB family member c-Rel at lower intensity in the absence of PACT (Figure 2A). In contrast to increased c-Rel, depletion of PACT decreases total NF-κB p65 and NF-κB p65-P(Ser-536) accumulation in the nucleus (Figure 2A), which may result in a decrease in NF-κB p65-mediated activation of proinflammatory genes. Although PACT-mediated PKR activation appears to decrease cell survival during high intensity hyperosmotic stress, a deficiency in PACT did not affect cell survival at low intensity hyperosmotic conditions, and correlated with an increase in nuclear localization of NF-κB c-Rel (Figure 2A).

**Figure 2.**
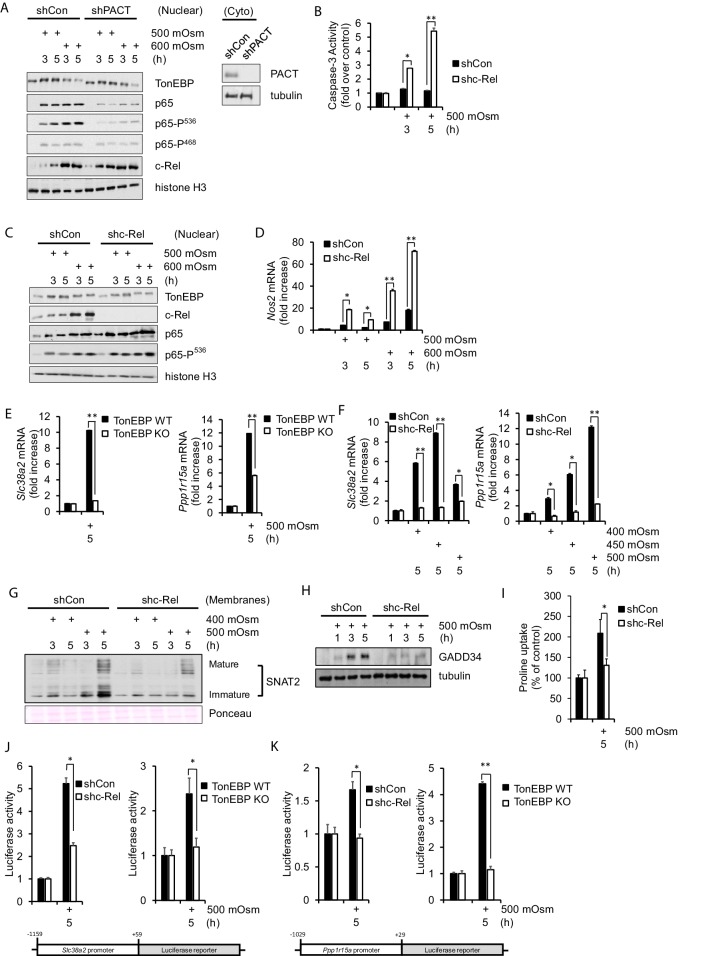
NF-κB c-Rel is a novel factor in the adaptive response to hyperosmotic stress. (**A**) Control and shPACT MEFs were treated with 500 or 600 mOsm. Nuclear fractions were isolated, and protein levels were analyzed via western blot. Insert indicates efficiency of PACT depletion from cytoplasmic extracts. (**B**) Control and shc-Rel MEFs were treated with 500 mOsm sucrose. Lysates were assayed for caspase-3 enzymatic activity. (**C**) Control and shc-Rel MEFs were treated with 500 or 600 mOsm sucrose. Nuclear fractions were isolated and protein levels were analyzed via western blot. (**D**) Control and shc-Rel MEFs were treated with 500 or 600 mOsm sucrose. RNA was isolated, and mRNA transcripts were analyzed via RT-qPCR. (**E**) TonEBP WT and TonEBP KO MEFs were treated with 500 mOsm sucrose. RNA was isolated, and mRNA transcripts were analyzed via RT-qPCR. (**F**) Control and shc-Rel MEFs were treated with varying intensities of sucrose. RNA was isolated, and mRNA transcripts were analyzed via RT-qPCR. (**G**) After indicated treatments, cytoplasmic membrane fractions were isolated and analyzed via western blot. (**H**) After indicated treatments, total lysates were isolated and analyzed via western blot. (**I**) Control and shc-Rel MEFs were treated with 500 mOsm sucrose. Intracellular levels of the amino acid proline were analyzed via amino acid uptake assay. (**J**) Control and shc-Rel MEFs and TonEBP WT and KO MEFs were transfected with the *Slc38a2*-promoter luciferase reporter construct, then treated with 500 mOsm sucrose. Luciferase activity was normalized to co-transfected Renilla luciferase activity. (**K**) Control and shc-Rel MEFs and TonEBP WT and KO MEFs were transfected with the *Ppp1r15a*-promoter luciferase reporter construct, then treated with 500 mOsm sucrose. Luciferase activity was normalized to co-transfected Renilla luciferase activity. Figure 2—source data 1.Graph values for caspase-3 activity assays and RT-qPCR experiments in Figure 2.

While we have determined that NF-κB p65, particularly NF-κB p65 phosphorylated at Ser-536, is involved in increased apoptosis in high-intensity hyperosmotic conditions (Farabaugh et al., 2017), the role of NF-κB c-Rel was not known. To address this, we developed a stable knockdown MEF cell line deficient in NF-κB c-Rel. When treated with 500 mOsm medium, shc-Rel MEFs had higher levels of caspase-3 activity (Figure 2B), suggesting a pro-survival role for NF-κB c-Rel. If NF-κB c-Rel plays a role in the adaptive signaling pathway at this low intensity of stress, we hypothesized that its absence would inhibit osmoadaptive gene expression, and perhaps simultaneously promote proinflammatory signaling. Indeed, when cells are depleted of NF-κB c-Rel, NF-κB p65-P(Ser-536) accumulates in the nucleus at low intensity hyperosmotic stress (Figure 2C), a hallmark of the apoptotic signaling pathway previously identified (Farabaugh et al., 2017). This increase in NF-κB p65-P(Ser-536) correlates with an increase in iNOS mRNA levels (Figure 2D). These data suggest that NF-κB c-Rel is a novel factor in the transition from adaptation to proinflammatory gene expression programs with increasing stress intensity.

To further investigate the role of NF-κB c-Rel in low intensity stress, we examined in detail the adaptive program to hyperosmotic stress in the absence of NF-κB c-Rel. First we confirmed that the low stress-mediated induction of osmoadaptive gene targets SNAT2 and GADD34 are dependent on TonEBP in our experimental system (Figure 2E). Next, we examined how loss of NF-κB c-Rel affects the low intensity stress-induced transcriptional induction of these adaptive mRNAs. We found that transcription of *Slc38a2* and *Ppp1r15a* is indeed diminished in NF-κB c-Rel-suppressed cells (Figure 2F). These data identify SNAT2 and GADD34 as gene targets not only of the TonEBP-mediated transcriptional response to hyperosmotic stress, but also of the NF-κB c-Rel-mediated adaptive response. To our knowledge, the dependence of osmoadaptation on NF-κB c-Rel is a new finding in the literature. The reduction in *Slc38a2* mRNA in shc-Rel MEFs led to reduced protein levels in both immature, unprocessed SNAT2 and the mature glycosylated form, as determined by western blot analysis of cytoplasmic membrane fractions (Figure 2G). GADD34 protein levels were also reduced in shc-Rel MEFs (Figure 2H). As expected, decreased protein levels of both SNAT2 and GADD34 resulted in decreased SNAT2 functionality, as measured via uptake of the amino acid proline (Figure 2I).

To further confirm the roles of both NF-κB c-Rel and TonEBP in mediating *Slc38a2* and *Ppp1r15a*transcription, we performed luciferase reporter gene assays using constructs bearing the endogenous SNAT2 promoter from base pairs −1159 to +59 respective to the transcriptional start site (Figure 2J), or the endogenous GADD34 promoter from base pairs −1000 to +1 (Figure 2K). We found that the luciferase activity under control of both *Slc38a2* and *Ppp1r15a* promoters were much less responsive under hyperosmotic conditions in shc-Rel MEFs and TonEBP^-/-^ MEFs compared to controls (Figure 2J–K). These results suggest that NF-κB c-Rel contributes to adaptation to hyperosmotic conditions at least in part via the SNAT2-dependent arm of the adaptive program.

### Loss of adaptation at high-intensity hyperosmotic stress conditions occurs independent of cell type and osmolyte

We demonstrated above that DSS treatment of cells in culture results in similar patterns of PACT-PKR interaction as hyperosmotic treatment with sucrose (Figure 1C), and that the PKR-mediated signaling promotes the inflammatory phenotype in DSS-treated mice (Farabaugh et al., 2017). In order to determine whether NF-κB c-Rel maintains the protective role in an inflammatory disease model, we turned to a cell-based model of DSS-induced hyperosmolarity. DSS has previously been shown to increase hyperosmolarity (Farabaugh et al., 2017), potentially in part via dissociation of the sodium moiety (Laroui et al., 2012). We hypothesized that if NF-κB c-Rel was protective in mild hyperosmotic stress conditions, that a loss of NF-κB c-Rel would result in increased expression of proinflammatory genes upon treatment of MEF cells with DSS and in mice at early time points of DSS-induced colitis. MEF cells were treated with media containing 5% or 10% DSS, as representatives of low and high stress intensity. We found that while wild type MEFs showed *Slc38a2* induction after a low intensity of DSS treatment, similar to the low-intensity sucrose treatment, while NF-κB c-Rel-deficient MEFs lost this induction of the adaptive *Slc38a2* mRNA (Figure 3A). This loss of SNAT2 mRNA induction in shc-Rel MEFs led to a decrease of both the unprocessed immature and mature forms of SNAT2 protein (Figure 3B). Also similar to sucrose-treated MEFs, DSS-treated shc-Rel MEFs show decreased GADD34 protein levels (Figure 3C).

**Figure 3.**
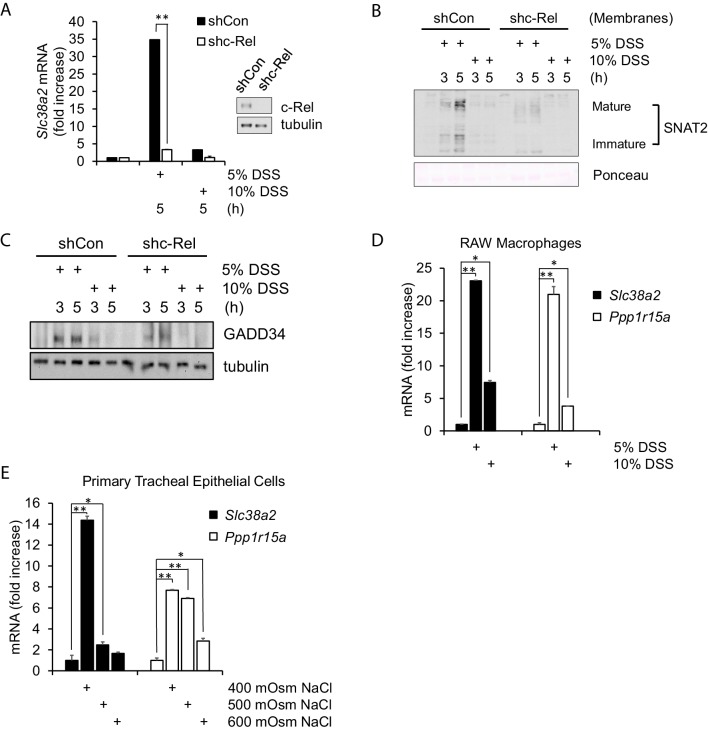
Hyperosmotic stress-induced adaptive gene expression occurs independent of cell type and osmolyte used. (**A**) Control and shc-Rel MEFs were treated with 5% or 10% DSS. RNA was isolated, and mRNA transcripts analyzed via RT-qPCR. (**B**) Control and shc-Rel MEFs were treated with 5% or 10% DSS. Cytoplasmic membrane fractions were isolated, and protein levels analyzed via western blot. (**C**) Control and shc-Rel MEFs were treated with 5% or 10% DSS. Total lysates were analyzed via western blot. (**D**) RAW macrophages were treated with 5% or 10% DSS for the indicated durations. RNA was isolated, and transcripts were analyzed via qPCR. (**E**) Primary tracheal epithelial cells cultured from human patients were treated with the indicated concentration of NaCl. RNA was isolated, and transcripts were analyzed via qPCR. Figure 3—source data 1.Graph values for RT-qPCR experiments in Figure 3.

To confirm that this response is a function of increased hyperosmolarity in general and not dependent on a specific cell type (MEFs) or osmolyte (sucrose), we also used DSS and NaCl treatment in RAW macrophages and human-derived tracheal epithelial cells. RAW macrophages treated with DSS display induction of osmoadaptive genes SNAT2 and GADD34 at low intensity treatment (Figure 3D). Primary tracheal epithelial cells also displayed this pattern of gene expression in response to low-intensity treatment with NaCl (Figure 3E), indicating that this gene expression program appears to be universal.

### Transcriptional differences in low-intensity and high-intensity hyperosmotic stress conditions

To identify the entire set of genes displaying differential expression based on hyperosmotic stress intensity, we performed whole-cell RNA sequencing in response to low or high intensity hyperosmotic treatment. 

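Wild type MEFs (mouse embryonic fibroblasts) were kept in iso-osmolar medium (300 mOsm) or treated for 3 h with added sucrose at 500 mOsm (200 mM added) or 600 mOsm (300 mM added), and each treatment was sequenced as 3 replicate libraries, 9 in all. The paper's methods state that mRNA was enriched with poly-T, fragmented in buffer and sequenced as paired-end reads, which were aligned to the mouse genome mm10. The authors deposited the number of reads counted on each of 35275 genes in each library, without normalization, together with FPKM (counts scaled to the gene length and to the total of the library) and their own fold changes and p-values. The paper's text names neither the aligner nor the counting tool. The median number of reads counted on genes was 24204021 per library in iso-osmolar medium, 25901962 at 500 mOsm and 24127165 at 600 mOsm. A count of 3, taken as the smallest signal, corresponded to between 0.112 and 0.138 CPM (counts scaled to a common library total), a floor that covers counting error only. Counts were normalized by edgeR's TMM method, and 13082 genes passed its filter on low counts, of which 11958 are protein-coding. Genes were compared between treatments by edgeR's quasi-likelihood test with all 9 libraries in one fit, and a gene was taken to differ where its p-value after Benjamini-Hochberg adjustment was under 0.05. The common biological coefficient of variation was 0.0756. The median standard error of a log2 fold change between 600 and 500 mOsm was 0.0995 over all genes tested, 0.161 over the 1943 genes with an average log2 CPM of 1 to 3 and 0.0618 over the 5090 genes with an average log2 CPM of 5 or more. In counts simulated for these 13082 genes from their means and dispersions and the library sizes, with 200 genes changed by a log2 fold change of 1 or 2 in either direction, the test recovered 91.5% of the changed genes and called 12 unchanged genes. Unchanged genes made up 6.15% of these calls. The genes called between 600 and 500 mOsm had a median absolute log2 fold change of 0.45. The simulated recovery therefore does not describe most of the changes reported here.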

Wild type MEFs were subjected to low (500 mOsm) or high (600 mOsm) intensity hyperosmotic stress, total RNA was isolated, and libraries were prepared and sequenced. 

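Total counts varied within each treatment, from 21716042 to 24595257 in iso-osmolar medium, from 24317625 to 26740832 at 500 mOsm and from 22112672 to 26571968 at 600 mOsm. The mean total of the 600 mOsm libraries was lower by 1382871 than that of the 500 mOsm libraries (exact two-sided permutation test, p = 0.4). Against the iso-osmolar libraries, the mean total was higher by 2148366 at 500 mOsm (p = 0.2, same exact test) and higher by 765495 at 600 mOsm (p = 0.8, same exact test). With 3 libraries in each treatment, the smallest p this test allows is 0.1, so none of these comparisons could pass 0.05. The scaling factors that TMM applied to these totals lay between 0.974 and 1.013. An FPKM above 1 was found for 9998 to 10142 genes per library in iso-osmolar medium, for 10091 to 10242 genes at 500 mOsm and for 9915 to 10057 genes at 600 mOsm. Among these genes, the median log10 FPKM per library was 1.03 ± 0.0054 (SD, n = 3) in iso-osmolar medium, 1.01 ± 0.0044 (SD, n = 3) at 500 mOsm and 1.01 ± 0.0030 (SD, n = 3) at 600 mOsm. More genes had at least 1 count in the treated libraries, between 18920 and 19222 at 500 mOsm and between 17846 and 18031 at 600 mOsm, than the 16452 to 16871 of the iso-osmolar libraries. The 10 most counted genes took 6.23% ± 0.042 (SD, n = 3) of all counts in iso-osmolar medium, 6.28% ± 0.052 (SD, n = 3) at 500 mOsm and 7.34% ± 0.42 (SD, n = 3) at 600 mOsm.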

Similar numbers of reads were obtained for each sample (Figure 4—figure supplement 1A), indicating consistency in sample preparation. 

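The number of genes detected depended on the criterion. A mean FPKM above 1 in each of the 3 treatments was found for 9700 genes, of which 9223 are annotated as protein-coding and 308 as pseudogenes. A mean FPKM above 1 in at least one treatment was found for 10455 genes, an FPKM above 1 in every library for 9395 genes, and a mean FPKM above 0.5 in each treatment for 10744 genes. At least 10 counts in every library were found for 11437 genes. The criterion that moved the number most was a single count in any library, which 23419 genes reached. Across genes, which are not independent replicates, the log2 CPM of libraries of the same treatment correlated with a mean Pearson's r of 0.994 within each of the 3 treatments. The mean r between treatments was 0.980 for iso-osmolar medium and 600 mOsm, 0.974 for 500 and 600 mOsm and 0.967 for iso-osmolar medium and 500 mOsm. In a principal component analysis of log2 CPM, the leading component held 52.6% of the variance and placed the 500 mOsm libraries between 43.9 and 48.0, the 600 mOsm libraries between -9.71 and -7.52 and the iso-osmolar libraries between -37.2 and -36.5. The next component held 26.1% of the variance and placed the 600 mOsm libraries between -34.97 and -32.0, apart from the other libraries, which lay between 9.86 and 24.6.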

10,443 unique mRNAs were sequenced, and their expression profiles were visualized in a heatmap (Figure 4A). We chose to focus on the genes differentially expressed between low-intensity and high-intensity treatment, so as to distinguish genes involved in the switch from the adaptive to the inflammatory phenotype. 

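Of the 13082 genes tested, 6677 differed in at least one of the 3 comparisons between treatments. Between 600 and 500 mOsm, 3810 genes differed, with a median absolute log2 fold change of 0.45. In 3719 of these genes every library of one intensity lay above every library of the other, as did 5435 of all genes tested, where chance gives 10%. Between 500 mOsm and iso-osmolar medium, 3659 genes differed (median absolute log2 fold change 0.58), and between 600 mOsm and iso-osmolar medium, 4594 genes differed (0.41). Of the 3810 genes that differed between the intensities, 3296 (86.5%) also differed from iso-osmolar medium at one or both intensities. These were 1061 genes that differed from it at 500 mOsm only, 1419 at 600 mOsm only and 816 at both intensities, that is in all 3 comparisons. The remaining 514 genes differed between the intensities alone. A further 1274 genes differed from iso-osmolar medium at both intensities without differing between them.

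The libraries of each treatment carry replicate numbers from 1 to 3. Across 10382 genes, which are not independent replicates, the deviations of same-numbered libraries from their treatment means correlated with a mean r of -0.198 (9 pairs, from -0.535 to 0.450), against 0.101 for libraries with different numbers (18 pairs). With the replicate number as a block in the fit, 3089 genes differed between 600 and 500 mOsm, of which 3080 also differed without the block. With the block, 3111 genes differed between 500 mOsm and iso-osmolar medium, 3798 between 600 mOsm and iso-osmolar medium, 586 in all 3 comparisons, and 2664 between the intensities and in at least one comparison with iso-osmolar medium. With each library left out in turn, the count between 600 and 500 mOsm lay between 2950 and 3890. The alternative that moved it most, a required absolute log2 fold change of at least 1, left 857 genes.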

While 3963 total genes were differentially expressed (p<0.05) between low-intensity and high-intensity treatment, 2733 of these genes were also differentially expressed between iso-osmolar and hyperosmolar samples of both low and high intensity (Figure 4B), indicating a subset of genes differentially expressed in stress conditions independent of stress intensity (Figure 4B). These differentially expressed genes were further classified as being induced or inhibited from low-intensity to high-intensity stress, and KEGG pathway analysis was performed on these gene subsets. 

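Of the genes that differed between the intensities, 1560 were higher at 600 mOsm and 2250 were higher at 500 mOsm. A log2 fold change of more than 1 was reached by 206 of the genes higher at 600 mOsm and by 651 of the genes higher at 500 mOsm, and one of more than 2 by 40 and 342 genes. With the replicate number as a block, 1153 genes were higher at 600 mOsm and 1936 at 500 mOsm. Both directions held genes that had risen and genes that had fallen against iso-osmolar medium. Of the 1560 genes higher at 600 mOsm, 621 were higher at 600 mOsm than in iso-osmolar medium, and 558 of these were not higher at 500 mOsm. Another 696 of the 1560 genes were lower at 500 mOsm than in iso-osmolar medium, a group that overlaps with the 621, and 261 were neither. Of the 2250 genes higher at 500 mOsm, 876 were higher at 500 mOsm than in iso-osmolar medium, and 739 of these were not higher at 600 mOsm. In 1259 of the 2250 genes expression at 600 mOsm was lower than in iso-osmolar medium, and 253 genes were neither higher at 500 mOsm nor lower at 600 mOsm. Because the fold change between the intensities was itself tested, these 3810 genes do not rest on a comparison of calls made at each intensity.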

The most significant common pathways among genes induced at high-intensity but not at low-intensity hyperosmotic stress were associated with changes in the ribosome (n = 75, p=8.40×10^−51^) and oxidative phosphorylation (n = 31, p=2.20×10^−9^)(Figure 4—figure supplement 1B). 

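KEGG pathways were not used here. Genes were instead grouped into 7 lists by their symbols, and each list was compared with all other genes tested by Fisher's exact test on the calls and by limma's camera test on the shift of the list. Fisher's exact test takes the genes as independent, and camera was run with its preset correlation between genes. Genes of a list are not independent replicates, so the list p-values may overstate the evidence of 3 libraries per treatment. Of 86 cytosolic ribosomal protein genes, 82 could be tested, and 69 of them were higher at 600 than at 500 mOsm and 0 lower (Fisher's exact test for higher genes, two-sided, p = 4.60e-51, 3.22e-50 adjusted over the 7 lists), where 11.5% of the other genes tested were higher. Adjusted over the list alone, 74 were higher and 1 was lower. The median log2 fold change of the list was 0.20, with quartiles of 0.16 and 0.23 (camera, adjusted p = 1.49e-15), so the shift was small and shared by most members. A replicate block in the fit left 56 members higher and the median was 0.20. With each library left out in turn, between 48 and 71 members were higher. The alternative that moved this count most, a required absolute log2 fold change of at least 1, left 1 member. When counts were corrected for GC content and transcript length in each library, a step chosen after the data were seen, 36 members were higher and the median was 0.10.

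Of 77 mitochondrial ribosomal protein genes, 76 were tested, and 19 were higher at 600 mOsm and 2 lower (Fisher's exact test, p = 0.0019, adjusted 0.0045), or 16 and 2 when adjusted over the list alone. Their median log2 fold change was 0.13 (camera, adjusted p = 3.19e-07). With the block, 14 were higher and the median was 0.13. Of 83 oxidative phosphorylation genes in the nuclear genome, 78 were tested, and 37 were higher at 600 mOsm and 1 lower (Fisher's exact test, p = 8.07e-15, adjusted 2.83e-14), or 49 and 1 when adjusted over the list alone. Their median log2 fold change was 0.17 (camera, adjusted p = 4.47e-10). With the block, 26 were higher and the median was 0.17. With the correction for GC content and length, 17 were higher and the median was 0.08. Of 13 oxidative phosphorylation genes in the mitochondrial genome, 12 were tested, and 1 was higher at 600 mOsm and 5 were lower (41.7% against 17.2% of the other genes, Fisher's exact test for lower genes, p = 0.0410, adjusted 0.0410), or 6 when adjusted over the list alone. Their median log2 fold change was -0.32 and did not pass 0.05 (camera, adjusted p = 0.0511), while with the block it was -0.31 and passed 0.05.

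**Figure D1:**
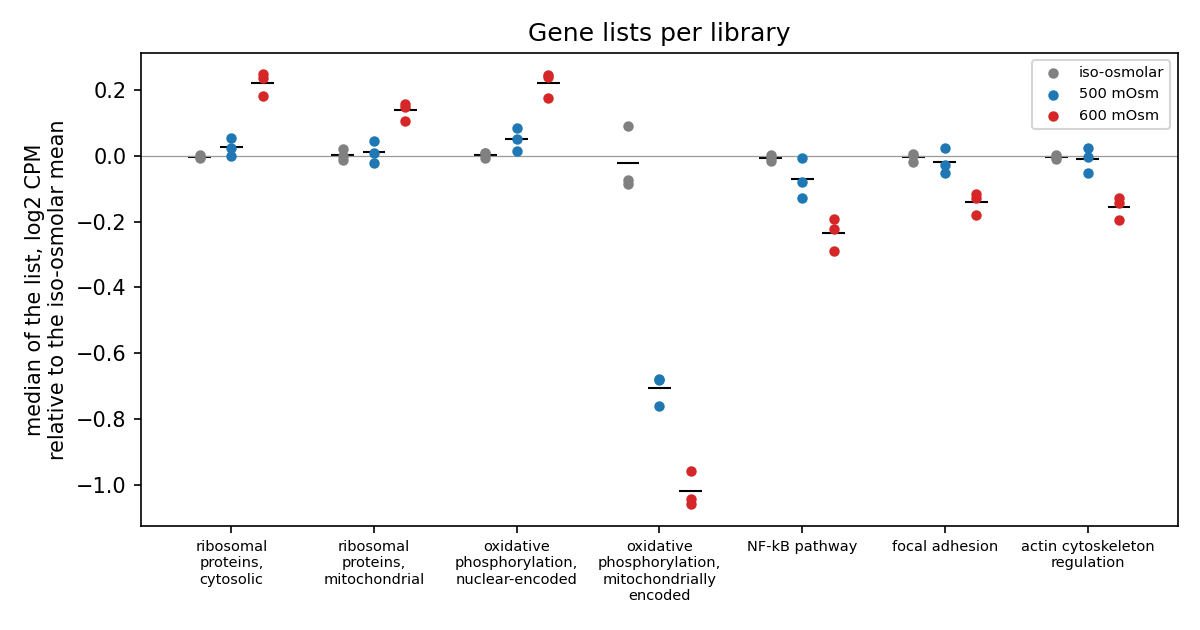
Median expression of the members of each gene list in each library, as log2 CPM relative to the mean of the iso-osmolar libraries (vertical axis), by list (horizontal axis). Each point is a library, colored by treatment, and each black bar is the mean of the 3 libraries of a treatment. The cytosolic ribosomal protein list lay at 0.22 ± 0.035 (SD, n = 3) at 600 mOsm and 0.03 ± 0.027 (SD, n = 3) at 500 mOsm, and the mitochondrially encoded list lay lowest, at -1.02 ± 0.055 (SD, n = 3) at 600 mOsm.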

The most significant increase (p=6.68×10^−257^) of a gene after high intensity treatment that was not increased at low intensity treatment occurred in Hexim1 (Figure 4C), a transcriptional elongation factor that has been shown to suppress tumor growth in response to nucleotide stresses (Tan et al., 2016). 

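Hexim1, which the authors' table lists by its Ensembl identifier, lies on the plus strand of chromosome 11 of mm10 from 103116231 to 103119725. Its normalized expression was 51.0 ± 1.01 CPM (SD, n = 3) in iso-osmolar medium, 105 ± 3.03 CPM (SD, n = 3) at 500 mOsm and 479 ± 16.8 CPM (SD, n = 3) at 600 mOsm. Its log2 fold change between 600 and 500 mOsm was 2.19 (standard error 0.047, adjusted p = 5.27e-12 from edgeR's quasi-likelihood test), the smallest p among the genes higher at 600 mOsm. Hexim1 was also higher at 500 mOsm than in iso-osmolar medium, with a log2 fold change of 1.04 (standard error 0.048, adjusted p = 8.23e-09), and at 600 mOsm, with a log2 fold change of 3.23 (standard error 0.050, adjusted p = 6.27e-13). In a fit with a replicate block, the log2 fold change between the intensities was 2.19 (adjusted p = 7.03e-09), and with each library left out in turn it stayed between 2.16 and 2.21. The alternative that moved it most, limma on log2 FPKM with 1 added, gave 2.14.

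The next smallest p-values among genes higher at 600 mOsm belonged to Ccnf (chromosome 17, from 24223232 to 24251409) and Irf1 (chromosome 11, from 53770014 to 53778374). Ccnf fell from 163 ± 6.02 CPM (SD, n = 3) in iso-osmolar medium to 54.7 ± 4.95 CPM (SD, n = 3) at 500 mOsm and was 161 ± 5.71 CPM (SD, n = 3) at 600 mOsm, a log2 fold change between the intensities of 1.56 (standard error 0.065, adjusted p = 3.79e-09). Irf1, which shares 101 bases with Gm17334, had a log2 fold change of 1.33 (standard error 0.058, adjusted p = 5.83e-09). The largest increases from 500 to 600 mOsm among genes with an average log2 CPM of at least 1 were a log2 fold change of 3.39 in Hist2h4, 2.74 in Txnip and 2.44 in 4933433C11Rik. Hist2h4 is a histone gene, and its transcripts' capture by poly-T enrichment was not measured. Txnip shares 443 bases with an antisense gene, Gm15441, and the paper's text does not say whether counting used the strand. With the replicate number as a block, the log2 fold changes of Ccnf, Irf1, Hist2h4, Txnip and 4933433C11Rik were 1.56, 1.33, 3.39, 2.74 and 2.45, each with an adjusted p under 0.05.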

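Lists of focal adhesion genes and of genes that regulate the actin cytoskeleton were compared with the other genes tested in the same way. Of 139 focal adhesion genes, 125 were tested, and 41 were higher at 500 than at 600 mOsm and 13 lower. This share of 32.8% compares with 17% of the other genes tested (Fisher's exact test, two-sided, p = 2.11e-05, 3.70e-05 adjusted over the 7 lists). Adjusted over the list alone, 43 were higher at 500 mOsm and 13 lower. The median log2 fold change of the list, 600 against 500 mOsm, was -0.07, with quartiles of -0.28 and 0.05 (camera, adjusted p = 0.0127). A replicate block left 35 members higher at 500 mOsm and a median of -0.07. With the correction for GC content and length, 35 members were higher at 500 mOsm, but the median was -0.02 and did not pass 0.05. Of 135 genes of the actin cytoskeleton list, 126 were tested, and 47 were higher at 500 than at 600 mOsm and 8 lower (37.3% against 17% of the other genes, Fisher's exact test, p = 6.66e-08, adjusted 4.66e-07). Adjusted over the list alone, 48 were higher at 500 mOsm and 11 lower. Their median log2 fold change was -0.12, with quartiles of -0.32 and 0.03 (camera, adjusted p = 0.00121). With the block, 37 members were higher at 500 mOsm and the median was -0.12. Against iso-osmolar medium, more members of each list were lower at 600 mOsm than higher at 500 mOsm. In the focal adhesion list 49 members were lower at 600 mOsm and 15 higher at 500 mOsm, and in the actin cytoskeleton list 53 were lower at 600 mOsm and 13 higher at 500 mOsm.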

The most significant common pathways among genes induced at low-intensity but not at high-intensity were associated with various signaling pathways, including cancer (n = 76, p=6.50×10^−11^), and in focal adhesion (n = 39, p=9.20×10^−6^) and regulation of the cytoskeleton (n = 44, p=1.6×10^−7^) (Figure 4—figure supplement 1B). NF-κB signaling (p=0.01) and inflammatory bowel disease (p=0.0047) pathways were both significant in this subset of differentially expressed genes. However, the most significantly increased genes at low intensity versus high intensity have more direct relevance to the aforementioned novel osmoadaptive response, including GADD34 (*Ppp1r15a*) (p=2.77×10^−250^) and SNAT2 (*Slc38a2*) (p=6.45×10^−290^), as well as NF-κB pathway negative feedback inhibitors IκBα (*Nfkbia*) (p=7.34×10^−300^) and A20 (*Tnfaip3*) (p=6.97×10^−167^) (Figure 4C).

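Of 62 genes of the NF-κB pathway, listed by symbol, 57 were tested. At 500 mOsm 20 of them were higher than at 600 mOsm and 8 were lower. This share of 35.1% compares with 17.1% of the other genes tested (Fisher's exact test, two-sided, p = 0.00113, 0.00132 adjusted over the 7 lists). Adjusted over the list alone, 23 were higher at 500 mOsm and 10 lower. The median log2 fold change of the list, 600 against 500 mOsm, was -0.11, with members between -3.51 and 0.83 (camera, adjusted p = 0.0127). A replicate block in the model left 18 members higher at 500 mOsm and a median of -0.11. With each library left out in turn, 18 to 22 members were higher at 500 mOsm and the median lay between -0.19 and -0.09. Against iso-osmolar medium, 12 members were higher and 17 lower at 500 mOsm, and 6 were higher and 28 lower at 600 mOsm. The inflammatory bowel disease pathway was not analysed here.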

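Ppp1r15a lies on the minus strand of chromosome 7 of mm10 from 45522916 to 45526268. Its expression was 22.2 ± 1.70 CPM (SD, n = 3) in iso-osmolar medium, 185 ± 8.97 CPM (SD, n = 3) at 500 mOsm and 27.8 ± 1.36 CPM (SD, n = 3) at 600 mOsm. Its log2 fold change, 600 against 500 mOsm, was -2.73 (standard error 0.067, adjusted p = 2.10e-11 from edgeR's quasi-likelihood test). Slc38a2 lies on the minus strand of chromosome 15 from 96687394 to 96699698, and its expression was 146 ± 7.04, 876 ± 63.5 and 144 ± 4.94 CPM (SD, n = 3 each) in the same order. Its log2 fold change was -2.61 (standard error 0.061, adjusted p = 1.38e-11). Nfkbia lies on the minus strand of chromosome 12 from 55489411 to 55492647, with 74.3 ± 1.06, 217 ± 5.93 and 33.3 ± 0.195 CPM (SD, n = 3 each) and a log2 fold change of -2.71 (standard error 0.048, adjusted p = 1.36e-12). Tnfaip3 lies on the minus strand of chromosome 10 from 19000910 to 19015657, with 23.9 ± 1.10, 78.5 ± 5.19 and 11.8 ± 0.442 CPM (SD, n = 3 each) and a log2 fold change of -2.73 (standard error 0.073, adjusted p = 3.89e-11).

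Against iso-osmolar medium these genes fell into separate patterns. At 600 mOsm Ppp1r15a remained slightly higher (log2 fold change 0.32, adjusted p = 0.0037), while Slc38a2 did not differ (-0.02, adjusted p = 0.856), a value whose sign changed in 2 of the 9 fits that each left out one library, and which was 0.14 and passed 0.05 with the correction for GC content and length, chosen after the data were seen. Nfkbia and Tnfaip3 fell under their iso-osmolar level at 600 mOsm, with log2 fold changes of -1.16 (adjusted p = 4.99e-09) and -1.01 (adjusted p = 6.41e-07). At 500 mOsm the log2 fold changes against iso-osmolar medium were 3.05 in Ppp1r15a, 2.59 in Slc38a2, 1.55 in Nfkbia and 1.72 in Tnfaip3. With the replicate number as a block, the log2 fold changes between the intensities were -2.73, -2.604, -2.70 and -2.73, with adjusted p-values between 1.79e-09 and 3.00e-08. Leaving out each library in turn kept them between -2.76 and -2.68, -2.65 and -2.56, -2.72 and -2.68, and -2.76 and -2.68.

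The smallest p-values among genes higher at 500 than at 600 mOsm belonged to Ier3 (log2 fold change -4.29, adjusted p = 1.35e-12), Nfkbia and Dusp1 (-3.47, adjusted p = 1.36e-12). The largest differences among genes with an average log2 CPM of at least 1 were those of Ctrb1 (-5.99, standard error 0.21), Fam180a (-5.98, standard error 0.21) and A3galt2 (-5.07, standard error 0.23), whose expression at 600 mOsm was 0.388, 0.222 and 0.276 CPM. With the block, the log2 fold changes of Ier3, Dusp1, Ctrb1, Fam180a and A3galt2 were -4.29, -3.47, -6.002, -5.98 and -5.08. The paper states that the most significant of the genes increased at low against high intensity, Ppp1r15a and Slc38a2 among them, bear on the osmoadaptive response more directly than the pathways do, and it names the proteins of Nfkbia and Tnfaip3 as negative feedback inhibitors of the NF-κB pathway.

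**Figure D2:**
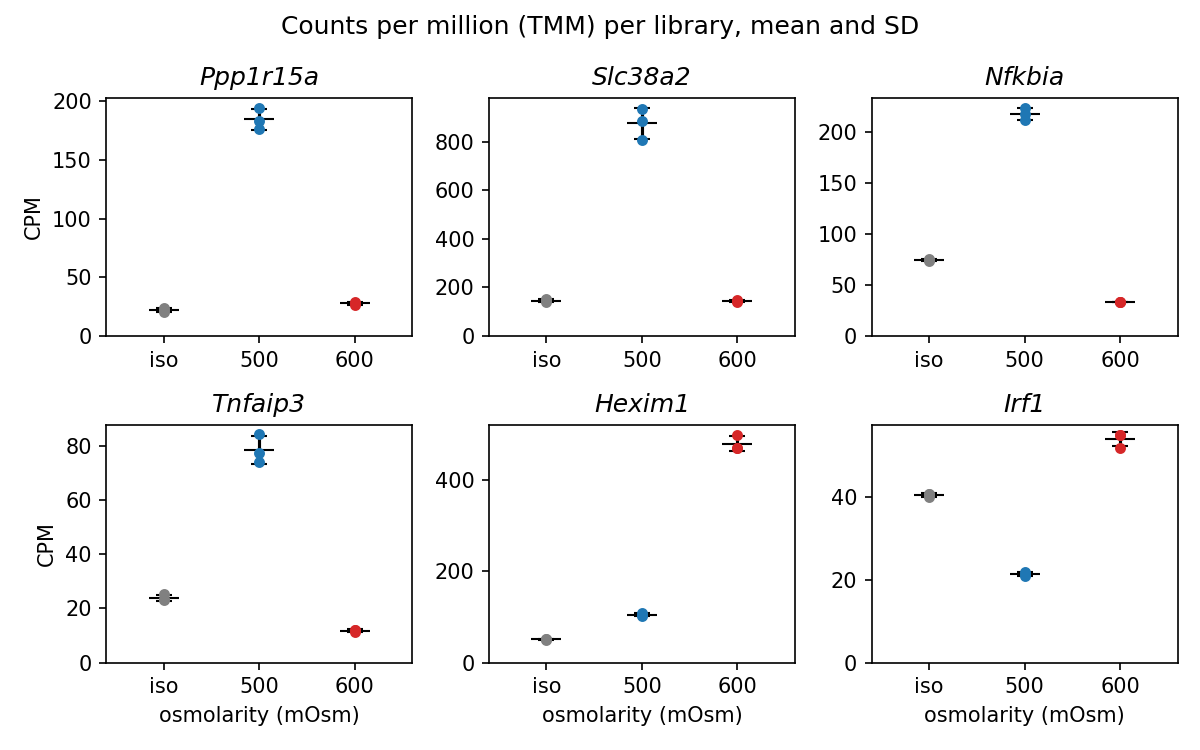
Expression of 6 genes in CPM after TMM normalization (vertical axes, from 0) by osmolarity of the medium in mOsm (horizontal axes). Points are the 3 libraries of each treatment, horizontal bars their mean and error bars the SD. Ppp1r15a, Slc38a2, Nfkbia and Tnfaip3 peak at 500 mOsm, Hexim1 rises at 500 and again at 600 mOsm, and Irf1 falls at 500 mOsm and lies above its iso-osmolar level at 600 mOsm.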

**Figure 4.**
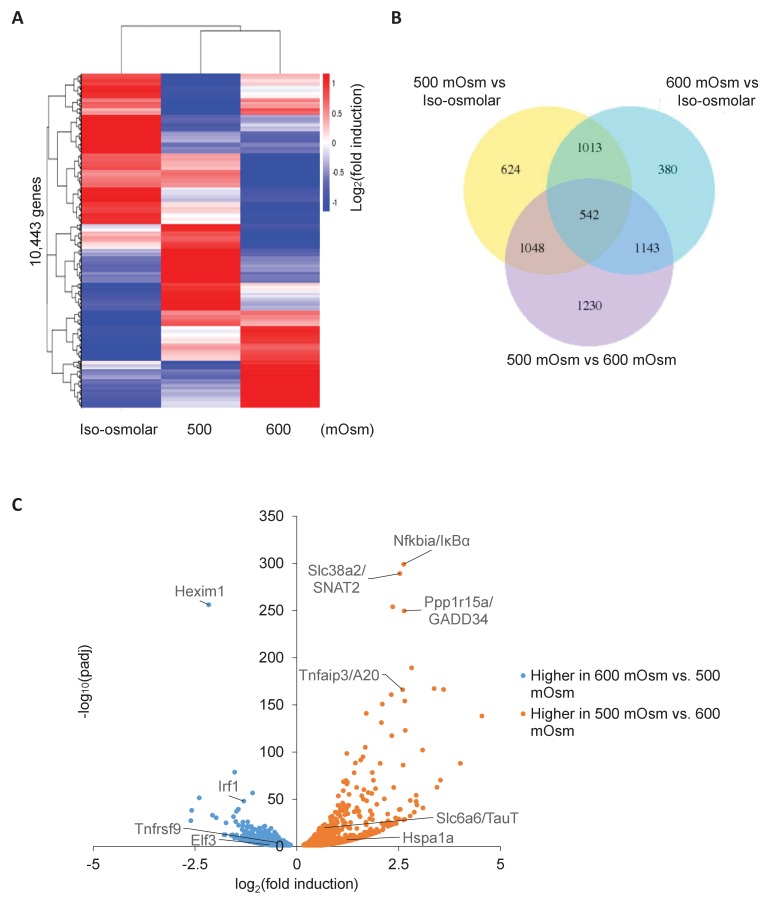
Differential gene expression in MEFs treated with low- or high-intensity hyperosmotic stress. (**A**) WT MEFs were treated with 500 or 600 mOsm sucrose for 3 hr. RNA was isolated, libraries prepared, and total RNAs sequenced on an Illumina platform. Heatmap shows differences in expression for 10,443 unique genes between each treatment. (**B**) Venn diagram of differentially expressed genes shared between control, low intensity, and high intensity-treated cells. (**C**) Volcano plot analysis of upregulated and downregulated genes between low intensity and high intensity-treated cells.

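Against iso-osmolar medium, 1728 genes were higher and 1931 lower at 500 mOsm, and 1977 were higher and 2617 lower at 600 mOsm, so that 47.2% and 43.0% of the genes that differed were higher. With the correction for GC content and transcript length, which was chosen after the data were seen and which centers each library anew, the higher genes made up 57.5% of 4601 genes at 500 mOsm and 55.9% of 5125 genes at 600 mOsm. At 500 mOsm they also made up 53.5% without a filter on low counts, 51.2% with DESeq2 on the 2 groups compared without a filter and 63.4% with an absolute log2 fold change of at least 1, so the balance of higher and lower genes depended on the processing. When the block was included, the higher genes made up 46.0% and 40.2%. A log2 fold change of more than 1 was reached by 711 higher and 411 lower genes at 500 mOsm and by 316 higher and 426 lower genes at 600 mOsm. At both intensities 741 genes were higher than in iso-osmolar medium and 1193 were lower. At 500 mOsm alone 849 were higher and 720 lower, and at 600 mOsm alone 1218 were higher and 1286 lower.

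The smallest p-values among genes higher at 500 mOsm than in iso-osmolar medium belonged to Dusp1 (log2 fold change 3.52), Hspa1b (4.76) and Csrnp1 (3.25). Hspa1b shares 2200 bases, at 99.1% identity, with Hspa1a, and the paper's text does not state how reads of the shared part were counted. The smallest p-values among genes lower at 500 mOsm belonged to Kctd11 (-3.23), Sema7a (-4.49) and Dusp5 (-2.45). The same 3 genes had the smallest p-values among genes lower at 600 mOsm, at -2.38, -3.50 and -2.05. Dusp5 shares 547 bases with an antisense gene. Among genes higher at 600 mOsm, Gadd45b (1.54) and Lars2 (2.28) followed Hexim1. Gadd45b was as high at 500 mOsm (1.44) and did not differ between the intensities (log2 fold change 0.09, adjusted p = 0.148 from edgeR's quasi-likelihood test), while Lars2 did (1.10, adjusted p = 5.07e-07). Apart from Gadd45b between the intensities, each log2 fold change given here had an adjusted p of 5.07e-07 or smaller, and with the block all but that one passed 0.05.

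**Figure D3:**
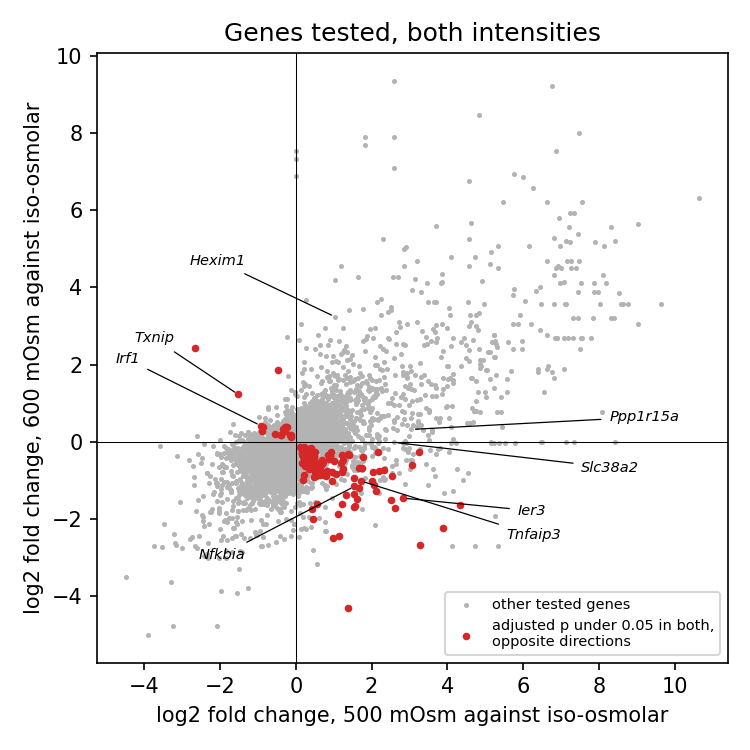
Log2 fold change of each of the 13082 genes tested at 600 mOsm (vertical axis) against that at 500 mOsm (horizontal axis), each relative to iso-osmolar medium. Red points are the 156 genes with an adjusted p under 0.05 in both comparisons and opposite directions, 138 of them higher at 500 and lower at 600 mOsm, among them Ier3, Nfkbia and Tnfaip3.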

**Figure 4—figure supplement 1.**
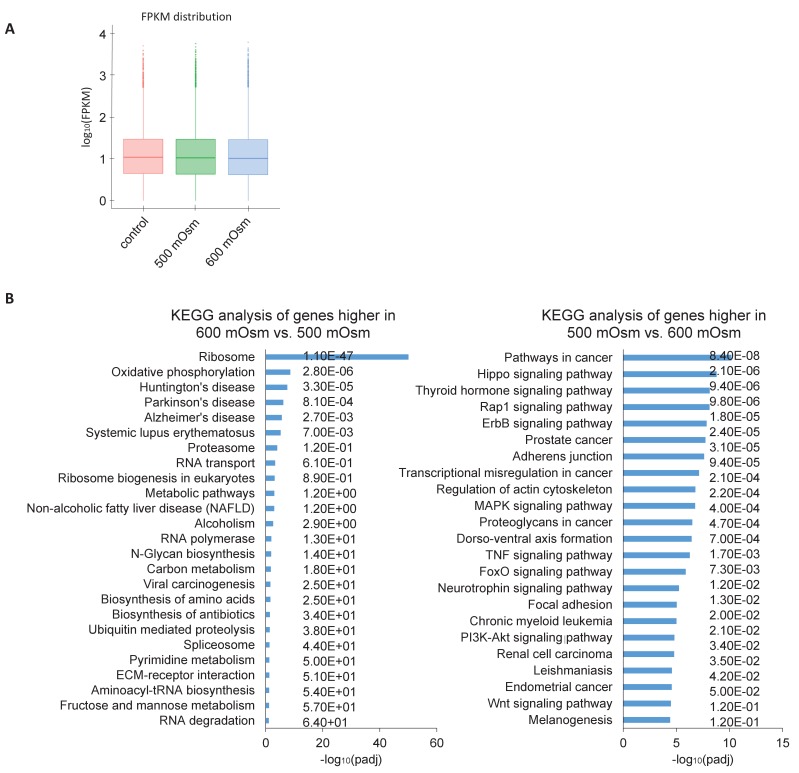
Hyperosmotic stress intensity alters expression of genes involved in ribosomal machinery and cancer signaling pathways. (**A**) Similar numbers of reads were obtained between treatments with low- and high-intensity hyperosmotic stress. (**B**) KEGG analysis shows the most common pathways shared between differentially expressed genes under the indicated treatments. Q scores representing false discovery rate (FDR) are reported on the right.

### NF-κB c-Rel/TonEBP target genes are involved in the adaptive response to hyperosmotic stress

As TonEBP is involved in the adaptive program, and has been shown to be involved in proinflammatory gene induction in other stress conditions (Johnson et al., 2017), we chose to examine in further detail the stress intensity-dependent expression pattern of select genes previously confirmed to be targets of TonEBP (Izumi et al., 2015; Johnson et al., 2017). We hypothesized that TonEBP target genes would be upregulated after low intensity hyperosmotic stress, but that this induction may be lost at high intensity stress conditions, similar to SNAT2 (Figure 1E). Even among the selected *bona fide* TonEBP targets, there was variability in expression patterns, in that many genes were upregulated only at low stress, similar to SNAT2, whereas others were upregulated only after high-intensity stress treatment (Figure 5A). 

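Of the 98 gene labels of Figure 5A, 82 could be read, all 82 were found in the authors' table, and 42 passed the filter on low counts. Of these 42 genes, 15 were higher than in iso-osmolar medium at 500 mOsm only, 5 at 600 mOsm only, 8 at both intensities and 14 at neither. Adjusted over the 42 genes alone, these counts were 14, 6, 9 and 13. The difference between the intensities was itself tested, and 14 of the 15 genes higher at 500 mOsm only and 4 of the 5 higher at 600 mOsm only differed between 500 and 600 mOsm in that direction. The counts with a replicate block were 15, 5, 8 and 14. Testing all genes with a count left 48 of the 82 genes higher at neither intensity, a count that cannot be compared with the 14 of 42. Among the 42 genes, a required absolute log2 fold change of at least 1 left fewer genes higher at 600 mOsm only and at both intensities. It left more genes higher at neither. Correcting for GC content and transcript length, which was chosen after the data were seen, gave 14 genes higher at both intensities and 10 at 500 mOsm only.

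Among the genes marked with arrows in Figure 5A, the label Akr1b1 was taken to be the gene listed as Akr1b3 (chromosome 6, from 34303934 to 34317497). Akr1b3 was 248 ± 4.21, 641 ± 38.1 and 269 ± 5.27 CPM (SD, n = 3 each) in iso-osmolar medium, at 500 and at 600 mOsm. Its log2 fold change against iso-osmolar medium was 1.37 at 500 mOsm (adjusted p = 7.03e-10 from edgeR's quasi-likelihood test) and 0.12 at 600 mOsm (adjusted p = 0.0715). The value at 600 mOsm passed 0.05 in 4 of 21 alternatives, at 0.13 in a fit of only the 2 groups compared, at 0.12 in a fit that left out one library and at 0.22 with the correction for GC content and length, without and with the block. Akr1b3 shares 408 bases with Gm38056. Slc6a6 (chromosome 6, from 91684067 to 91759063) had a log2 fold change of 0.56 at 500 mOsm (adjusted p = 1.47e-06), while its value of -0.08 at 600 mOsm did not pass 0.05. After the correction for GC content and length it was 0.14 and did pass, so that Slc6a6 was then higher at both intensities. Hspa1a, which shares most of its sequence with Hspa1b, rose from 0.212 CPM to 6.17 CPM at 500 mOsm and 2.20 CPM at 600 mOsm, log2 fold changes of 4.83 (standard error 0.37) and 3.33 (standard error 0.43). Mmp9, at 0.443, 0.959 and 0.399 CPM, had a log2 fold change of 1.12 at 500 mOsm (standard error 0.30, adjusted p = 0.0123). This value did not pass 0.05 in 5 of 20 alternatives, 3 of which were among the 9 fits that each left out one library. At 600 mOsm its log2 fold change was -0.13 (adjusted p = 0.824). Irf1 was 40.4 ± 0.448, 21.4 ± 0.409 and 53.8 ± 1.77 CPM (SD, n = 3 each), a log2 fold change of -0.92 at 500 mOsm (adjusted p = 1.46e-07) and 0.41 at 600 mOsm (adjusted p = 1.14e-04). Tnfrsf9 was 14.4 ± 0.802, 14.05 ± 1.53 and 17.5 ± 0.176 CPM (SD, n = 3 each), a log2 fold change of 0.28 at 600 mOsm (adjusted p = 0.0308) that did not pass 0.05 in 5 of the 9 fits that each left out one library. Elf3 had 0, 0 and 1 counts in the iso-osmolar libraries, 1, 1 and 3 at 500 mOsm and 12, 9 and 12 at 600 mOsm, too few to pass the filter, and it shares 166 bases with an antisense gene. Each 600 mOsm library had more counts than any other library. The authors' deposited DESeq2 values give Elf3 as higher at 600 mOsm than in iso-osmolar medium (log2 fold change 0.74, adjusted p = 0.0033). For 500 against 600 mOsm they give -0.57 (adjusted p = 0.024). A difference between iso-osmolar medium and 500 mOsm in Elf3 was not detectable at this depth. With the block, the log2 fold changes at 500 and 600 mOsm were 1.37 and 0.12 in Akr1b3, 0.56 and -0.08 in Slc6a6, 4.85 and 3.31 in Hspa1a, 1.12 and -0.12 in Mmp9, -0.92 and 0.41 in Irf1 and -0.03 and 0.28 in Tnfrsf9, and the same ones passed 0.05.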

We speculated that this shift in target gene expression may be related to the dimerization partner of TonEBP, as it has been demonstrated that TonEBP/NF-κB p65 complexes induce expression of several proinflammatory genes but not of osmoadaptive genes (Johnson et al., 2017). As we had identified *Slc38a2* and *Ppp1r15a* to be potential targets of both NF-κB c-Rel and TonEBP (Figure 2D–E), we proposed to identify other subsets of genes that were induced via specific complex makeup using NF-κB c-Rel-, NF-κB p65-, and TonEBP-deficient MEFs. Some TonEBP targets, including *Hspa1a* and *Mmp9*, displayed dependence on both TonEBP and NF-κB c-Rel (Figure 5B), hinting at the existence of a subset of genes that are targets of a TonEBP/NF-κB c-Rel complex. Other osmoadaptive TonEBP targets, such as aldose reductase (*Akr1b1*) and the taurine transporter (*Slc6a6*) were not influenced by NF-κB c-Rel (Figure 5C), indicating the regulation of a subset of these adaptive genes is NF-κB c-Rel-independent and likely are targets of TonEBP homodimers (Stroud et al., 2002). A third subset of genes displayed dependence on TonEBP and NF-κB p65 at high-intensity stress, including *Elf3*, *Irf1*, and *Tnfrsf9* (Figure 5D). We have previously shown that *Il6* mRNA levels are dependent on NF-κB p65 in hyperosmotic stress conditions (Farabaugh et al., 2017), and here also show that it is dependent on TonEBP (Figure 5D). We concluded that some genes (*Slc38a2*, *Mmp9*, *Hspa1a*, *Pppar15a*) were positive targets of NF-κB c-Rel/TonEBP, and others (*Il6*, *Elf3*, *Irf1*, *Tnfrsf9*) were positive targets of NF-κB p65/TonEBP (Figure 5E). These data suggest that there is competition between NF-κB p65 and NF-κB c-Rel for TonEBP interaction. We hypothesized that if loss of PACT significantly decreased nuclear accumulation of NF-κB p65, then NF-κB p65/TonEBP target gene transcription would be impaired at high-intensity hyperosmotic stress. These NF-κB p65/TonEBP targets that showed reduced induction upon loss of PACT include *Il6* (Figure 1E), *Elf3*, *Irf1*, and *Tnfrsf9* (Figure 5F). Several additional proinflammatory genes, including *Ccl2*, *Cxcl1*, and *Icam-1*, were also discovered to have a dependence on PACT-mediated signaling, as evidenced by loss of their induction in PACT-deficient cells (Figure 5—figure supplement 1A).

**Figure 5.**
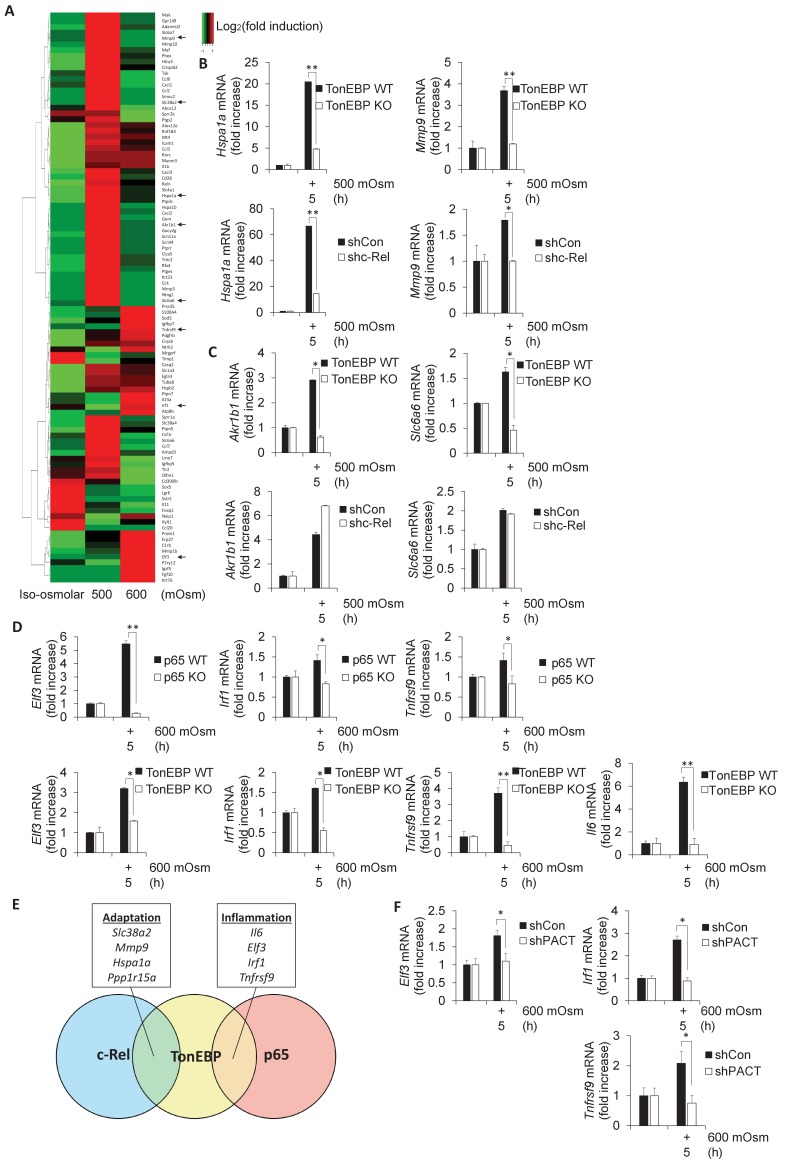
Subsets of genes induced by hyperosmotic stress are transcriptionally controlled by NF-κB c-Rel and TonEBP. (**A**) TonEBP targets identified by literature demonstrate a general increase at mild intensity and decrease at high intensity hyperosmotic stress. (**B–D**) MEFs deficient in NF-κB c-Rel, NF-κB p65, and TonEBP were treated with the indicated stress intensity. RNA was isolated, and mRNA transcript levels analyzed via RT-qPCR. (**E**) Genes were categorized based on targeting of Rel-homology domain transcription factor complexes. (**F**) MEFs deficient in PACT were treated with the indicated stress intensity. RNA was isolated, and mRNA transcript levels analyzed via RT-qPCR. Figure 5—source data 1.Graph values for RT-qPCR experiments in Figure 5.

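Across the 42 tested genes of panel A, the median log2 fold change against iso-osmolar medium was 0.68 at 500 mOsm and 0.27 at 600 mOsm, and the median of the fold changes of 600 against 500 mOsm was -0.66. Against iso-osmolar medium, 4 of the 42 genes were lower at 500 mOsm and 6 were lower at 600 mOsm. Between the intensities, 25 genes were higher at 500 mOsm and 6 were higher at 600 mOsm (edgeR's quasi-likelihood test, adjusted p under 0.05).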

**Figure 5—figure supplement 1.**
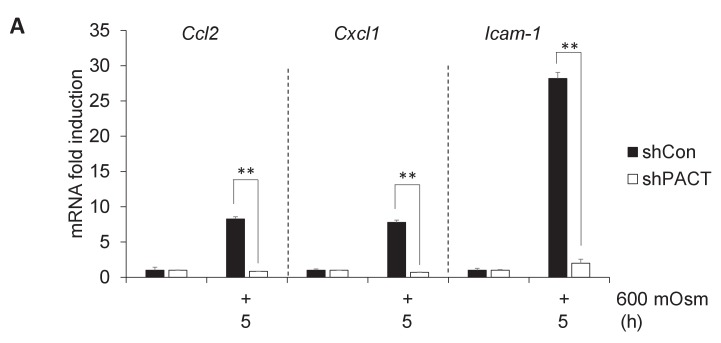
Additional proinflammatory gene expression programs are also dependent on PACT. (**A**) MEFs deficient in PACT were treated with the indicated stress intensity. RNA was isolated, and mRNA transcript levels analyzed via RT-qPCR.

### The PACT/PKR signaling axis inhibits the interaction of NF-κB c-Rel with either NF-κB p65 or TonEBP and increases interaction of NF-κB p65 with TonEBP

It has been previously shown that TonEBP/NF-κB p65 interaction promotes expression of proinflammatory targets of NF-κB p65, but not expression of osmoadaptive targets of TonEBP in response to TNF or LPS treatment (Johnson et al., 2017). We hypothesized that a similar interaction would occur under high-intensity hyperosmotic conditions (Figure 6A). To address this, we transfected MEFs with FLAG-tagged NF-κB p65, and co-immunoprecipitated protein complexes using a FLAG antibody. We observed that an increase in stress intensity increases the levels of NF-κB p65/TonEBP complexes (Figure 6B, right). Interestingly, there was an inverse correlation to complexes of NF-κB p65/NF-κB c-Rel, which were observed at iso-osmolar and low intensity-hyperosmotic conditions and lost upon high intensity-hyperosmotic treatment. We also found that activation of the PACT/PKR signaling axis promotes the loss of interaction of TonEBP with NF-κB c-Rel and the gain of interaction of TonEBP with NF-κB p65, as shPACT MEFs retain some NF-κB p65/NF-κB c-Rel complexes and NF-κB p65/TonEBP complex formation is diminished (Figure 6B). We observed that TonEBP/NF-κB p65 interaction still occurs in shPACT MEFs at high stress intensity; this suggests that PACT signaling determines the amplitude of the response, not merely whether the response occurs. This finding was corroborated by the inverse experiment, in which MEFs transfected with FLAG-c-Rel were also found to accumulate complexes of NF-κB c-Rel/NF-κB p65 and NF-κB c-Rel/TonEBP at iso-osmolar and low-intensity hyperosmotic conditions, and lose these complexes at high-intensity stress (Figure 6C).

**Figure 6.**
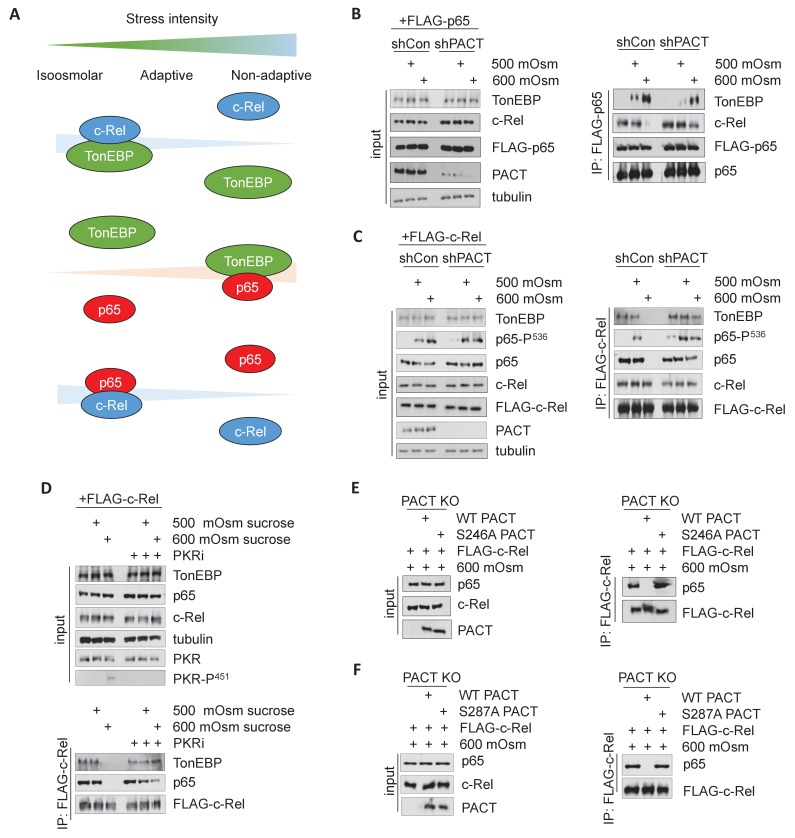
Activation of the PACT/PKR signaling axis inhibits the interaction of NF-κB c-Rel with NF-κB p65 or TonEBP, and increases the interaction of NF-κB p65 with TonEBP. (**A**) As stress intensity increases, NF-κB c-Rel/TonEBP and NF-κB c-Rel/NF-κB p65 species dissociate, while NF-κB p65/TonEBP species accumulate. (**B**) Control and shPACT MEFs were transfected with a FLAG-NF-κB c-Rel construct, then treated with 500 or 600 mOsm sucrose for 3 hr. Total cell extracts and FLAG-co-immunoprecipitated proteins were analyzed via western blot. (**C**) Control and shPACT MEFs were transfected with a FLAG-NF-κB p65 construct, then treated with 500 or 600 mOsm sucrose for 3 hr. Total cell extracts and FLAG-co-immunoprecipitated proteins were analyzed via western blot. (**D**) WT MEFs were transfected with a FLAG-NF-κB c-Rel construct, then treated with the indicated stress for 3 hr in the presence or absence of a small molecule inhibitor of PKR. Total cell extracts and FLAG-co-immunoprecipitated proteins were analyzed via western blot. (**E**) PACT KO MEFs were reconstituted with WT- or S246A-PACT, and transfected with a FLAG-NF-κB c-Rel construct. After treatment with 600 mOsm sucrose for 3 hr, complexes were co-immunoprecipitated with the FLAG antibody and analyzed via western blot, in parallel with total cell extracts. (**F**) PACT KO MEFs were reconstituted with WT- or S287A-PACT, and transfected with a FLAG-NF-κB c-Rel construct. After treatment with 600 mOsm sucrose for 3 hr, complexes were co-immunoprecipitated with the FLAG antibody and analyzed via western blot in parallel with total extracts.

Loss of PACT protein shifted the Rel-homology domain protein complexes from those present in the wild type at high-intensity stress towards resembling the composition of complexes present at a low intensity of stress. This correlates with a reduction in proinflammatory gene expression and apoptosis, which may suggest a protective function of TonEBP/NF-κB c-Rel and NF-κB p65/NF-κB c-Rel complexes. To confirm that the observed shift in Rel-homology domain complex composition is dependent on PACT via its function in PKR activation, we first used a pharmacological inhibitor of the kinase activity of PKR (PKRi), which we have described previously (Farabaugh et al., 2017). While FLAG-tagged NF-κB c-Rel did not pull down TonEBP or NF-κB p65 in high-intensity hyperosmotic conditions in untreated cells, PKRi treatment promoted the maintenance of these complexes even at high intensity hyperosmotic stress (Figure 6D). In addition, reconstitution of PACT KO MEFs with PACT bearing phosphosite mutations S246A or S287A demonstrated that loss of PACT functionality in PKR activation also shifted the makeup of Rel-homology domain complexes to resemble the composition in a low stress intensity (Figure 6E–F). Together, these data indicate that activation of the PACT/PKR axis promotes dissociation of NF-κB p65 and TonEBP from NF-κB c-Rel in a manner dependent on stress intensity.

### NF-κB c-Rel/TonEBP complexes accumulate in the nucleus in absence of PACT-PKR signaling

In response to cellular stress such as TNF or LPS treatment, NF-κB p65 has been reported to translocate to the nucleus (Moreno et al., 2010). We found that levels of nuclear NF-κB p65 and NF-κB c-Rel both increased upon hyperosmotic treatment, particularly at high intensity treatment (Figure 7A, left). Upon loss of NF-κB c-Rel, the percentage of nuclear NF-κB p65 over total cellular NF-κB was basally higher (12%) than in control cells (1%) prior to low-intensity stress, and increased to a much higher percentage (43%) than in control cells (19%) (Figure 7A, middle). Upon loss of PACT, accumulation of c-Rel in the nucleus were greater after low intensity-hyperosmotic treatment (29%) than in control cells (8%) (Figure 7A, right). It is important to note that after high intensity hyperosmotic treatments, 86% of total cellular NF-κB c-Rel and over 75% of total NF-κB p65 are found in the cytoplasm. This suggests that NF-κB p65 and c-Rel species may not be the major transcription factors activated to translocate to the nucleus in response to hyperosmotic stress (Figure 7A, left). This response differs from other treatments such as LPS or TNFα treatment, in which the vast majority of cellular NF-κB species accumulate in the nucleus upon treatment (Moreno et al., 2010; Li et al., 2017). The maintenance of NF-κB c-Rel/NF-κB p65 and NF-κB c-Rel/TonEBP complexes as a result of loss of PACT-mediated PKR activation would only be able to influence downstream signaling if these complexes were translocated to the nucleus. To confirm the presence of these complexes in the nucleus, we transfected MEFs with FLAG-tagged NF-κB c-Rel, isolated nuclear fractions after hyperosmotic treatments, and performed co-immunoprecipitation from these nuclear fractions. Despite the majority of NF-κB proteins remaining in the cytoplasm (Figure 7A), the interaction between NF-κB c-Rel and TonEBP is still detected in the nucleus in basal conditions and in response to low-intensity hyperosmotic stress (Figure 7B, left). The loss of PACT leads to maintenance of these complexes in response to high-intensity hyperosmotic stress (Figure 7B, right).

**Figure 7.**
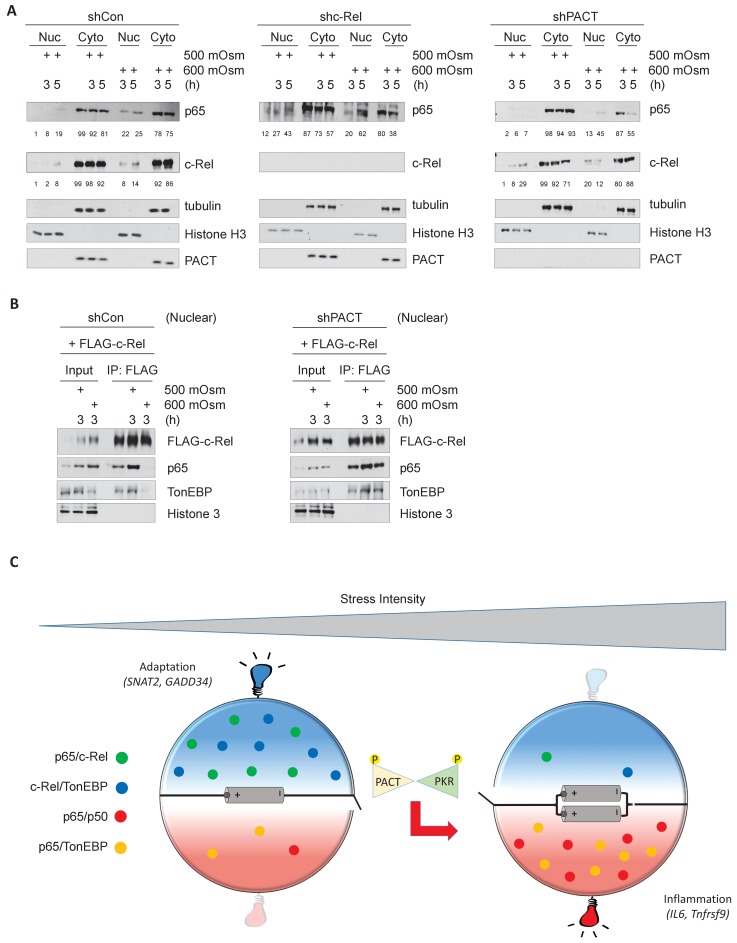
Hyperosmotic stress causes nuclear translocation of a small subset of NF-κB proteins. (**A**) Control, shc-Rel, and shPACT MEFs were treated with the indicated intensities and durations of hyperosmotic stress, then cells were fractionated into cytoplasmic and nuclear lysates. Equal volumes of protein were analyzed via western blot. Protein localization was quantified as percentages in the corresponding nuclear or cytoplasmic fractions by densitometric analysis. (**B**) Control and shPACT MEFs were transfected with FLAG-NF-κB c-Rel. Cells were fractionated into nuclear and cytoplasmic lysates, and FLAG-NF-κB c-Rel was immunoprecipitated from nuclear lysates. Nuclear extracts and coimmunoprecipitated proteins were analyzed via western blot. (**C**) Adaptation to increased osmolarity of the extracellular environment involves Rel family transcription factors TonEBP and c-Rel. At high stress intensities, cells fail to adapt and proinflammatory signaling is induced via remodeling of Rel family transcription factor dimer formation. Loss of adaptation to hyperosmotic stress associates with increased TonEBP/p65 dimerization and loss of TonEBP/c-Rel and p65/c-Rel dimerization. PACT-mediated PKR activation marks the loss of adaptation and enhancement of proinflammatory gene expression.

These data suggest that both PKR activation and NF-κB signaling are key components in the determination of cell fate in response to hyperosmotic stress. In low intensity hyperosmotic conditions, TonEBP/NF-κB c-Rel complexes migrate to the nucleus and induce transcription of genes including SNAT2 and GADD34 that contribute to osmoadaptation and cell survival. As intensity increases, PACT will bind to PKR, leading to its phosphorylation and subsequent activation. This correlates with a loss of TonEBP/NF-κB c-Rel and NF-κB p65/NF-κB c-Rel complexes, and instead an accumulation of TonEBP/NF-κB p65 complexes with potential to induce transcription of proinflammatory genes such as IL6 and Tnfrsf9 (Figure 7C).

## Discussion

In this study, we have shown that PACT-PKR interaction is necessary for PKR activation and the expression of inflammatory genes and cell death under hyperosmotic conditions. Our findings suggest a mechanism in which PACT-PKR signaling promotes proinflammatory gene expression in a stress intensity-dependent manner, via the modulation of interactions among members of the Rel-homology-domain family of transcription factors. Specifically, we show that in low intensity hyperosmotic stress, NF-κB subunit c-Rel forms complexes with Rel-homology domain transcription factor TonEBP. This interaction preserves adaptive signaling at low-intensity stress via the induced transcription of a key factor in the adaptive response, SNAT2, and its positive regulator, GADD34. The loss of these complexes at high-intensity stress may lead to increased TonEBP interaction with NF-κB p65 and subsequent increased expression of proinflammatory genes such as IL6 and Tnfrsf9. The conservation of this loss of adaptive (*Slc38a2*, *Ppp1r15a*) gene expression indicates conserved expression programs in response to hyperosmotic stress.

The mechanism of PKR activation by PACT is only partially understood. PACT is known to bind to PKR via the N-terminal dsRNA binding domains and the C-terminal kinase domain, though only binding of the kinase domain is necessary for subsequent PKR phosphorylation at Thr-451 and activation (Peters et al., 2001). Phosphorylation of PACT at Ser-246 and Ser-287 has been demonstrated to occur constitutively and in response to various cellular stresses such as thapsigargin, hydrogen peroxide, and sodium arsenite treatment, respectively (Ito et al., 1999). We show here that the same sites are likely phosphorylated under hyperosmotic conditions, and are necessary for the activation of PKR. PKR activation via PACT was previously reported in conditions of overexpression of PACT protein, treatment with actinomycin D, growth factor withdrawal (Marques et al., 2008), and endoplasmic reticulum (ER) stress (Singh et al., 2009). This PACT-mediated activation of PKR in ER stress has been shown to be required for apoptosis after tunicamycin treatment (Singh et al., 2009); similarly, PACT phosphorylation at Ser-287 was increased, and association with binding partner TRBP was decreased (Chukwurah and Patel, 2018), hinting at an additional mechanism of regulation. To our knowledge this is the first report of PACT-mediated PKR activation in hyperosmotic stress conditions. It is shown here that signaling along the PACT-PKR axis has pro-apoptotic functions during high-intensity hyperosmotic stress. Our findings are in agreement with a human disease state of dystonia, in which an identified PACT mutation was shown to increase association with PKR, correlating with increased apoptosis in patient-derived lymphoblasts (Vaughn et al., 2015).

We show here that PKR activation affects the nuclear accumulation of Rel homology domain transcription factors. The exact nature of this mechanism is still unknown. PKR has been shown to directly phosphorylate the inhibitor of κB protein IκBα in vitro and in vivo (Kumar et al., 1994), although a loss of PKR does not affect hyperosmotic stress-induced phosphorylation of p65 at Ser-536 (Farabaugh et al., 2017). Additionally, the exact mechanism by which PKR signaling affects specific NF-κB dimers in response to hyperosmotic stress remains unclear. It is possible that a subset of NF-κB complexes in the cytoplasm are affected by PACT-PKR signaling via additional interacting or intermediary proteins, and that this subset translocates to the nucleus in response to hyperosmotic stress response. The identification of these complexes and intermediaries will remain for future studies.

PACT when not bound to PKR appears to have some effect on the TonEBP-dependent osmoadaptive gene expression program. Although SNAT2 mRNA is still induced at low stress intensity in PACT-deficient cells, it is induced to a lesser degree (Figure 1E), indicating that PACT may be important for osmoadaptation. The mechanisms of the osmoadaptive action of PACT independent of PKR are not known. Because other osmoadaptive mRNAs, such as *Slc6a6* and *Akr1b1* also show reduced induction in PACT-deficient MEFs compared to wild-type MEFs (Figure 1—figure supplement 2A), it is suggested that PACT depletion may indirectly inhibit the TonEBP-dependent osmoadaptive program. In agreement with the PACT/PKR signaling inhibiting osmoadaptive gene expression, we also found increased-half lives of *Slc38a2* and *Ppp1r15a* mRNAs during osmoadaptation in PACT-deficient cells (Figure 1—figure supplement 2B). Similar data were obtained in PKR deficient cells (data not shown). In contrast to the regulation of the half-life of *Slc38a2* and *Ppp1r15a* mRNAs by PACT availability, the half-life of the *Akr1b1* mRNA was not altered (Figure 1—figure supplement 2B). These data suggest that some undetectable levels of PACT-mediated PKR activation plays a role in reducing mRNA stability of the two osmoadaptive genes, potentially via interaction with the PACT-binding partner TRBP (Chukwurah and Patel, 2018).

We have shown that the nuclear accumulation of TonEBP is not sufficient to induce transcription of certain osmoadaptive genes in hyperosmotic stress conditions. We show that TonEBP directly forms a complex with NF-κB c-Rel, and that transcription of the osmoadaptive genes *Slc38a2* and *Ppp1r15a* is dependent on NF-κB family transcription factor c-Rel. As both expression of SNAT2 and the NF-κB c-Rel/TonEBP complex are present at low-intensity stress and lost at high-intensity stress, it follows that *Slc38a2* transcription may result from binding of the NF-κB c-Rel/TonEBP complex to the *Slc38a2* promoter. Still outstanding is definitive proof that TonEBP/NF-κB c-Rel complex nuclear accumulation promotes DNA binding and increased transcription, as these aspects can be regulated separately via IκB degradation and re-synthesis (O'Dea and Hoffmann, 2010). It is possible that localized DNA characteristics dictate the binding of NF-κB c-Rel/TonEBP complexes to specific gene promoters (Samee et al., 2019), or that activation of transcription of these genes is dependent on unique interacting transcription-enhancing proteins rather than DNA binding (Lee et al., 2016). In-depth analysis of the binding sites of Rel-homology domain transcription factor heterodimers will need to be performed on genes responsive to NF-κB c-Rel/TonEBP complexes to determine what differences may exist between these and classical tonicity-responsive enhancer sites (TonE sites) known to respond to TonEBP homodimers (Stroud et al., 2002).

TonEBP target genes that have been described in the literature include those necessary for osmoadaptation, such as *Slc38a2*, *Akr1b1*, and *Slc6a6*, as well as several that are involved in inflammation, such as *Nos2* (Lee et al., 2016), *Ccl2* and *Ptgs2* (Buxadé et al., 2012). The combination of TonEBP and NF-κB p65 has been shown to induce transcription of only these inflammatory genes, and not osmoadaptive TonEBP targets (Johnson et al., 2017). *Nos2* gene expression was shown to be dependent on the presence of NF-κB p65 (Farabaugh et al., 2017), and hyperamplification of its expression correlated with increased levels of nuclear NF-κB p65, as both were increased upon loss of NF-κB c-Rel. This may indicate that controlling the availability of p65 is a critical factor in the amplification of proinflammatory signaling during hyperosmotic stress. Although iNOS was not regulated by TonEBP in response to hyperosmotic stress, other proinflammatory NF-κB targets were induced, including *Il6* and *Tnfrsf9* (Figure 5D). It has been shown that while *Nos2* induction is dependent on STAT1 and IRF1 signaling in response to cytokine stimulation, IL6 secretion is independent of this signaling pathway in mouse fibroblasts (Samardzic et al., 2001); it is likely that elements in the promoters of these genes exist that lead to differential expression in unique cellular contexts dependent on cell type or stress stimulant.

In this report, we identified the existence of NF-κB c-Rel in complexes with either TonEBP or NF-κB p65 in MEFs. Fibroblasts in particular can be an appropriate model system because not only are they present in all tissues, but they can act as sentinels that can produce inflammatory factors such as Toll-like receptors and cytokines in response to environmental stresses, such as in defense against microbial invasion (Bautista-Hernández et al., 2017). This study shows that subsets of genes that share functionality in osmoadaptation and proinflammatory signaling can be targets of specific Rel-homology domain complexes in MEFs, such as TonEBP/NF-κB c-Rel or TonEBP/NF-κB p65, respectively. These complexes were disrupted under high intensity stress conditions in a PACT/PKR-mediated manner. At this high intensity of stress, osmoadaptive genes were not induced, suggesting a duality of TonEBP function. Our data suggest that this duality of function is mediated via formation of complexes with partners, NF-κB p65 or NF-κB c-Rel. It seems plausible that in osmoadaptive conditions, competition between NF-κB c-Rel and NF-κB p65 binding to TonEBP can act as a rheostat between NF-κB c-Rel-mediated osmoadaptive signaling and NF-κB p65-mediated proinflammatory signaling. The existing literature shows anecdotal evidence of NF-κB subunits serving different functions in various cellular contexts: NF-κB c-Rel can have opposing functions to NF-κB p65 in neurons, where NF-κB c-Rel promotes neuronal survival while NF-κB p65 promotes neuronal cell death (Pizzi et al., 2002); or c-Rel repressing p65-mediated expression of HIV protein LTR and IL-2Rα (Doerre et al., 1993); or c-Rel-driven TRAIL-induced apoptosis rescued by overexpression of p65 (Chen et al., 2003). NF-κB subunits can also serve redundant functions; the loss of some individual NF-κB family members can be compensated for by other NF-κB family members, evidenced by deficiency of peripheral lymphoid cells as a result of loss of pro-survival proteins A1 and Bcl-2 in NF-κB p65/NF-κB c-Rel/TNF knockout mice, which is not present in either NF-κB p65/TNF or NF-κB c-Rel knockout mice (Grossmann et al., 2000). This is also consistent with genes being targets of specific NF-κB family members only in certain cell types, such as HEK cells having predominantly NF-κB p65/p50 dimers while NF-κB c-Rel is functionally negligible (O'Dea and Hoffmann, 2010), or B cells, in which NF-κB c-Rel/p50 is the predominant complex (Sen, 2006). The function of these NF-κB c-Rel/TonEBP complexes identified here need to be examined in specific cell types and conditions to be able to directly compare their function with that of other NF-κB complexes.

We have shown here that in high-intensity hyperosmotic stress conditions, osmoadaptation is terminated. However, KEGG pathway analysis of our RNA-seq data in high-intensity stress showed that the most significantly upregulated pathway at high-intensity stress is associated with the ribosome (Figure 4—figure supplement 1B), specifically genes that encode ribosomal proteins. It is possible that this increase in transcription is an attempt to recover translation capacity from the sustained reduction in protein synthesis associated with continued stress (Bevilacqua et al., 2010). This trend is consistent with the hypothesis that mRNAs transcribed upon high-intensity hyperosmotic stress exposure will be translated upon recovery of cap-dependent protein synthesis upon recovery to iso-osmolarity. 

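In the RNA-seq data, the cytosolic ribosomal protein genes differed from iso-osmolar medium at high intensity but hardly at low intensity. At 600 mOsm, 72 of the 82 tested members were higher than in iso-osmolar medium (75 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.24 (camera test of limma, adjusted p = 5.55e-16). At 500 mOsm, 2 members were higher and 1 was lower, with a median log2 fold change of 0.02 (camera, adjusted p = 0.473). Of the oxidative phosphorylation genes in the nuclear genome, 52 of 78 were higher at 600 mOsm (median log2 fold change 0.22), against 1 of 78 at 500 mOsm (0.05). With the correction for GC content and length, chosen after the data were seen, the medians at 600 mOsm were 0.12 for the cytosolic ribosomal protein genes and 0.14 for these oxidative phosphorylation genes. Of 76 mitochondrial ribosomal protein genes, 29 were higher and 2 lower at 600 mOsm, against 5 and 5 at 500 mOsm.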

Future studies will determine if the cellular response to severe stress involves alternative adaptation mechanisms to return to iso-osmolar conditions.

The novel PACT-PKR signaling pathway expanded upon here will aid our understanding of potential mechanisms involved in hyperactivation of proinflammatory conditions. It is important to note that the influence of PACT-mediated PKR activation on proinflammatory gene expression is only observed in high-intensity stress. It remains to be determined whether drugs that inhibit PKR activation, including C16 (Xiao et al., 2016), or compounds that disrupt PACT/PKR-mediated signaling, such as luteolin (Dabo et al., 2017), will be effective in treating diseases with inflammatory components, such as IBD (Schwartz et al., 2009), or diseases with a hyperosmotic component, such as dry eye syndrome (Lemp et al., 2011). This signaling pathway may also be relevant in certain cancers, such as breast cancer and glioblastoma; inhibition of PKR has been proposed to sensitize Trastuzumab-resistant HER2+ breast cancer to increase efficacy of Trastuzumab in preventing tumorigenesis (Darini et al., 2019), and inhibition of NF-κB signaling or iNOS inhibition have been demonstrated to slow growth of glioblastoma stem cells (Eyler et al., 2011; Friedmann-Morvinski et al., 2016). Proliferation and function of other stem cells, such as hematopoietic stem/progenitor cells and mesenchymal stem cells, are also regulated by PKR activation and inflammatory conditions (Crop et al., 2010; Liu et al., 2013), and may be relevant model systems to further the exploration of the PACT-PKR signaling pathway.

## Materials and methods

### Cells and reagents

Cell lines used include MEF, HEK293T, RAW, and HLE12 maintained in the lab. Cells were all negative for mycoplasma. Where necessary, knockouts were confirmed by western blot. Mouse embryonic fibroblasts and RAW macrophages were cultured in high glucose Dulbecco’s modified Eagle’s medium (DMEM) containing fetal bovine serum (FBS, 10%), glutamine (2 mM), penicillin (100 units/ml), and streptomycin (100 μg/ml). Cells were maintained at 37° C and 5% CO_2_. Early passage HLE12 cells were obtained from Dr. Calvin Cotton, isolated as primary human tracheal epithelial cells from human patients. These cells were cultured in RPMI containing Insulin/transferrin/sodium selenite (Sigma I-1884), transferrin (5 μg/ml), hydrocortisone (10 nM), B-estradiol (10 nM), HEPES (10 mM), glutamine (2 mM), heat-inactivated FBS (4%), penicillin (100 units/ml), and streptomycin (100 μg/ml). Hyperosmotic media was made by adding sucrose to isoosmolar (300 mOsm) media to achieve the desired mOsm, or by adding DSS to achieve the desired weight/volume percentage. Antibodies used include: PACT (from Dr. Ganes Sen); PKR-P(Thr-451) (Santa Cruz sc-101784); PKR (sc-6282); eIF2α-P(Ser-51) (Novus Biologicals NB110-56949); eIF2α (Santa Cruz sc-13327); FLAG (Sigma F1804); TonEBP (from Dr. H.M. Kwon); p65 (Bethyl 301-824A); p65-P(Ser-536) (Cell Signaling 3033); p65-P(Ser-468) (Cell Signaling 3039); c-Rel (Santa Cruz sc-70); histone H3 (Cell signaling 9715); SNAT2 (Medical and Biological Laboratories BMP081); GADD34 (Santa Cruz sc-825); and tubulin (Sigma T9026). Other reagents include DSS (MP Biochemicals, LLC #160110), and PKR inhibitor C16 (Calbiochem #527450). Plasmids used encoded Firefly luciferase-tagged GADD34 (Crop et al., 2010), Firefly-luciferase-tagged SNAT2 (from Dr. Simon Kilberg), FLAG-tagged c-Rel (from Dr. Parameswaran Ramakrishnan), FLAG-tagged p65 (Farabaugh et al., 2017), and FLAG-tagged wild type and mutant PACT (from Dr. Ganes Sen).

### shRNA

shRNA directed against *Rel* (TRCN0000218674) and *Prkra* (TRCN0000024834) were obtained from Sigma Aldrich. HEK cells were transfected with shRNA constructs and helper plasmids *Pspax2* and *Pmd2g* in a 10:3:2 μg ratio using Xtremegene transfection reagent and protocol (Roche). shControl plasmid consisted of the shRNA-plasmid backbone with puromycin resistance cassette lacking any shRNA target sequence. Media was collected at 12 hr, 36 hr, and 60 hr post-transfection. Collected media was filtered through a 0.45-micron filter syringe to obtain viral particles. MEF cells were then infected with media containing viral particles for 3 days. Cells were selected for infection by puromycin treatment and verified by western blot prior to use.

### Western blotting

Whole cell extracts were prepared by lysing cells in RIPA buffer (100 mM Tris-HCl pH 8.0, 140 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS, 2 mM EDTA, protease and phosphatase inhibitor tablets (Roche)) on ice. Whole cell extracts were collected after centrifugation at 20,000 g for 15 min at 4° C. Proteins were quantified by Bradford assay and immunoblot analysis was performed as described previously (Farabaugh et al., 2017). Densitometry analysis was performed using Image J.

### Transfection

MEF cells were grown to ~50% confluency on 150 mm plates. 30 μg plasmid was added to an Eppendorf tube with 1 ml OptiMEM media, and 60 μl Xtremegene transfection reagent was added directly to the liquid and mixed by pipetting up and down. After 20 min incubation, transfection media was added to cells dropwise. Media was refreshed after 6 hr, and cells treated with hyperosmotic media after 24 hr.

### Nuclear fractionation

Nuclear extracts were prepared by a two-step lysis process. First, cells were lysed in a hypotonic lysis buffer (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.5 mM DTT, 0.25% NP-40, and phosphatase and protease inhibitor tablets) on ice for 10 min. Supernatants containing the cytoplasmic fractions were collected by centrifugation for 4 min at 2500 g at 4° C. Nuclear pellets were washed in lysis buffer lacking NP-40 detergent, and then resuspended in extraction buffer (20 mM HEPES pH 7.9, 0.45 M NaCl, 1 mM EDTA, 0.5 mM DTT, protease and phosphatase inhibitor tablets). Nuclei were lysed by sonication, slowly rotated at 4° C for 30 min, and supernatant was collected after centrifugation at 12,000 rpm for 15 min at 4° C.

### Immunoprecipitations

Protein A/G Dynabeads were prewashed once with NaP (0.1 M, pH = 8.1), and twice with RIPA buffer. 500 μg protein lysate was mixed with beads and 2 μl primary antibody to a volume of 500 μl, and rotated at 4° C for 60 min. Supernatant was removed, and beads were washed once with RIPA buffer. Beads were boiled for 10 min in 1X sample buffer (Thermo Fisher 39001), then immunoprecipitate was collected in a separate tube for analysis via western blot. For immunoprecipitation from nuclear fractions, lysates were diluted in extraction buffer lacking NaCl to balance salt concentration to 140 mM prior to incubation with beads.

### Caspase-3 activity assay

MEFs were treated with hyperosmotic media as described above. Caspase-3 activity was measured as described previously (Farabaugh et al., 2017).

### RT-qPCR

Total RNA was prepared using TRIzol reagent (Ambion) according to manufacturer’s instructions. RNA was submitted to secondary isolation via LiCl precipitation, as described previously (Farabaugh et al., 2017). cDNA was synthesized using Superscript II First-strand synthesis kit (NEB), and analyzed via RT-qPCR using FastStart Universal SYBR Green Master (Roche) as described previously (Farabaugh et al., 2017). Data were normalized first to *Gapdh* mRNA, then to unstressed control mRNA levels.

### Proline transport

Proline uptake was measured as described previously (Krokowski et al., 2015). Briefly, cells were seeded in 24-well plates at 5 × 10^4^ cells/well, grown for 24 hr, and subjected to treatment as described above. Cells were washed twice and assays were performed in Earle's balanced salt solution (EBSS) with 100 μM Pro supplemented with [^3^H]Pro (PerkinElmer; 8 μCi/ml) for 30 s. Amino acids were extracted in ethanol and radioactivity was measured in a liquid scintillation counter. Protein concentration was determined by the Lowry method using BSA as a standard.

### Membrane fractionation

Total membrane fractions were obtained as described previously (Krokowski et al., 2015). Cells were washed twice with ice-cold PBS (phosphate-buffered saline) and harvested from culture dishes using a scraper. The cell suspension was centrifuged at 700 × *g* for 10 min and the resultant pellet resuspended in 3 ml of ice cold buffer I (250 mmol/liter sucrose, 20 mmol/liter HEPES, 5 mmol/liter NaN3, 2 mmol/liter EGTA, 100 μmol/liter phenylmethylsulfonyl fluoride; pH 7.4) and homogenized. The resulting supernatant was centrifuged at 177,000 × *g* for 1 hr at 4°C. The pellet was resuspendend in 50 μl of Buffer I supplemented with protease inhibitor.

### Luciferase assays

Transient transfections were performed using the SNAT2-Firefly luciferase reporter (from Dr. Simon Kilberg) or GADD34-Firefly luciferase reporter (Krokowski et al., 2015), and the CMV-Renilla luciferase reporter at 20:1 ratio. Cells were used for subsequent experiments 24 hr after transfection. Luciferase activity was determined using the Dual-Luciferase Reporter System (Promega) as described by the manufacturer.

### RNA-seq and analysis

 MEFs were treated with indicated stress intensities for 3 hr. Cells were pelleted according to company protocol (Novogene), frozen in liquid nitrogen and stored at −80° C. mRNA library preparation and sequencing were carried out by Novogene using poly-T enrichment and buffer fragmentation. 50 Mbp of DNA sequences from 10,443 genes were captured. After DNA quality evaluation, pooled samples were sequenced on Illumina HiSeq 4000 according to the manufacturer’s instructions for paired-end 150 bp reads. Reads with adapter contamination, reads containing uncertain nucleotides (>10%), and reads with more than 50% of the read having low-quality nucleotides (Qscore ≥5) were discarded. Clean reads were aligned to the mouse reference genome (UCSC mm10). Differential expression analysis was performed using the DESeq2 R package, and resulting p values were adjusted using the Benjamini and Hochberg’s approach for controlling false discovery rate (FDR) (Anders and Huber, 2010). Hierarchical clustering analysis was carried out with the log10(FPKM+1) of differentially expressed genes of all comparison groups. Heatmaps were created using the heatmap.2 R package. KEGG pathway analysis was performed on all differentially expressed genes (p<0.05) using DAVID 6.8 (Huang et al., 2009a; Huang et al., 2009b).

### Statistics

 Statistical analysis was performed using Microsoft Excel. Significant difference between samples was determined using the student’s T-test. p values < 0.05 are represented with *, and p values < 0.01 are represented with **.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE138692. The following dataset was generated: FarabaughKTHatzoglouM2019RNA-sequencing in Mouse Embryonic Fibroblasts exposed to different Intensities of Hyperosmotic StressNCBI Gene Expression OmnibusGSE138692

How the deposited data were processed for this re-analysis (not part of the article)

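RNA from wild type mouse embryonic fibroblasts in iso-osmolar medium (300 mOsm) or after 3 h at 500 or 600 mOsm (sucrose) was sequenced as 3 libraries per treatment. The authors deposited one table of 35275 genes, listed by Ensembl identifier and symbol. For each library the authors give the count of reads on each gene, without normalization, and the FPKM made from it with the gene length, which the authors' table also lists. For each pair of treatments the authors give a log2 fold change, a p-value and an adjusted p-value. The values of the table were checked against these units. The aligner and the counting tool are not named in the paper's text.

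All work was done in R 4.3.3. Counts were normalized by TMM and tested in edgeR 4.0.16 by the quasi-likelihood test, with the treatment as the factor and all 9 libraries in one fit, on the 13082 genes that passed filterByExpr. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and 0.05 was the threshold. The 3 comparisons were 600 against 500 mOsm, 500 mOsm against iso-osmolar and 600 mOsm against iso-osmolar. Lists of genes were fixed by symbol and compared with the other genes by Fisher's exact test on the calls and by the camera test of limma 3.58.1, each adjusted over the 7 lists. Genes of a list are not independent replicates, so these p-values may overstate the evidence of 3 libraries per treatment. Total counts were compared by exact permutation of the libraries. Gene positions and types are those of mm10 and shared sequence was searched with blastn 2.17.0, for alignments of at least 100 bases at 95% identity or more. The tests were tried on simulated data in which 200 genes were changed, and in simulated data without changes edgeR called 0 genes.

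Genes named in the text are those that the paper's text or Fig. 4C names for the RNA-seq experiment, those with arrows in Fig. 5A, the 3 genes per direction with the smallest p in each comparison, and the 3 per direction with the largest change between 600 and 500 mOsm among genes with an average log2 CPM of at least 1 and no overlap between the intensities. Other genes of Fig. 5A enter only as counts. This rule, the lists, the tests, the thresholds and most alternatives were set before the data were examined. Those alternatives were the RLE factors or the library size alone in place of TMM, no filter on genes or at least 10 counts in every library, the Wald test of DESeq2 1.42.0, a fit of only the 2 groups compared, the replicate number as a block, an absolute log2 fold change of at least 1, an adjusted p under 0.01, limma on log2 FPKM with 1 or 0.1 added, and each library left out in turn. A correction for GC content and transcript length in each library, the same with the block, and DESeq2 on the 2 groups compared without a gene filter were added after the data were seen.

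Each library had at least 21716042 counts on genes. The common biological coefficient of variation was 0.0756, and the median standard error of a log2 fold change between 600 and 500 mOsm was 0.0995. The authors' fold changes and p-values were used only for comparison with the values computed here, and no library was left out of the values given at the claims. KEGG and DAVID were not used here, and pathways of cancer and of inflammatory bowel disease were not analysed here.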

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

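The tests of transcript length, GC content and expression for the histone and mitochondrial genes, of poly-A selection and of nuclear copies of the mitochondrial genome were chosen only after the result was seen.

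Against iso-osmolar medium, 138 genes were higher at 500 mOsm and lower at 600 mOsm, and 18 genes were lower at 500 mOsm and higher at 600 mOsm (adjusted p under 0.05 in both comparisons). They drew attention as an effect that differs between the intensities, and all 156 also differed between 600 and 500 mOsm, which their selection all but ensures. With RLE factors 137 and 17 of these genes kept both calls, and with the library size alone 125 and 13, so that at least 88.5% kept them under each. With the replicate number as a block 100 and 7 of them kept both calls, and with the correction for GC content and length 104 and 14. In all, 101 and 7 genes moved in opposite directions with the block, and 167 and 47 with the correction. The correction thus removed some of the 156 genes and added others. The counts under the 9 fits that each left out one library lay between 90 and 135 and between 6 and 20. With an absolute log2 fold change of at least 1, 21 and 2 kept both calls. After length, GC content and expression were fitted out, 96.8% of the 156 genes kept opposite signs, but genes chosen for their signs could hardly have done otherwise. The 3 scalings differ little (TMM factors between 0.974 and 1.013), so they show only that the choice among them does not produce the pattern. The genes that lost a call under the correction for GC content and length cannot be told apart from an effect of these. Of the 7 genes among the 156 that the named genes include, Ier3, Nfkbia, Tnfaip3, Csrnp1 and Fam180a share no stretch of at least 100 bases at 95% identity with another gene, and Irf1 and Txnip do. Shared reads were not tested for the rest of the 156, so a switch in the response between the intensities may be offered only as a hypothesis.

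Of 54 tested histone genes in the clusters on chromosomes 3, 11 and 13, which the paper does not discuss, 40 were higher at 600 mOsm than in iso-osmolar medium and 3 were lower (median log2 fold change 1.22, 49 of 54 above 0). At 500 mOsm 11 were higher and 4 lower (median 0.28), and 40 were higher at 600 than at 500 mOsm. The median at 600 mOsm was 1.23 with RLE factors, 1.20 with the library size alone and 1.13 with the correction for GC content and length. Of 10000 lists matched for length, GC content and expression, 0.01% had a median as high, the smallest percent these draws can give. Sharing of reads between near-identical histone genes does not move their sum, and the lowest summed CPM of the 600 mOsm libraries was 1.41 times the highest of the iso-osmolar libraries. At 500 mOsm, however, the sum (121 to 126 CPM) was under that of every iso-osmolar library (134 to 143 CPM), although the median log2 fold change there was above 0, so the sum and the median differ in direction at 500 mOsm. More cells in S phase would raise other genes of that phase, but the median of 30 such genes was 0.052 (camera, unadjusted p = 0.115). The spread of these genes was not examined, so a change in the share of cells in S phase is not excluded. Most histone mRNAs lack a poly-A tail, so weaker poly-A selection at 600 mOsm is a candidate explanation. Gm26917, taken as a marker of RNA without a tail, was higher at 600 mOsm by a log2 fold change of 2.07 (adjusted p = 7.16e-05), but its transcript ends next to an annotated ribosomal RNA gene. The pattern cannot be told apart from weaker poly-A selection.

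Of 12 tested genes of the mitochondrial genome, 11 were lower at 600 mOsm than in iso-osmolar medium (median log2 fold change -1.03, 12 of 12 under 0, camera adjusted p = 1.29e-07) and 11 were lower at 500 mOsm (median -0.73, 12 of 12 under 0, camera adjusted p = 3.82e-05). They drew attention because the paper does not discuss them. The highest median under TMM, RLE factors or the library size alone was -0.73, and with the correction for GC content and length the medians were -0.80 and -1.19. Of 10000 matched lists, 0.01% had a median as low in either comparison, the smallest percent these draws can give. Nuclear copies would matter most for weakly counted genes, but the 7 genes with a mean log2 CPM of 6 or more had medians of -0.44 at 500 mOsm and -1.28 at 600 mOsm. Lower mitochondrial transcript levels under hyperosmotic stress may explain the pattern. A change in poly-A selection, which also bears on these transcripts, was not tested for them, so the pattern is not shown to be biological.

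Of 281 tested zinc finger genes, a family the paper does not discuss, 128 were lower at 500 mOsm than in iso-osmolar medium and 12 higher (median log2 fold change -0.45, 61 of 281 above 0). At 600 mOsm 66 were lower and 10 higher (median -0.13), and between the intensities 96 were higher at 600 mOsm and 25 lower (median 0.32). The median kept its sign under each scaling, and the highest one, over both comparisons with iso-osmolar medium, was -0.13. With the correction for GC content and length the medians were -0.43 at 500 mOsm and -0.09 at 600 mOsm. Of 10000 matched lists, 0.01% had a median as low at 500 mOsm, the smallest percent these draws can give. Reads shared between members of this family were not tested, so a response to low intensity may be offered only as a hypothesis.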

How the results depend on the processing

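The correction for GC content and length, the same with the block, and DESeq2 on the 2 groups compared without a filter were chosen after the data were seen.

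Under the alternatives set in advance, 429 of the values for counts, lists and medians stayed within their limits, 35 moved and 8 passed a threshold that they had missed. For the genes named in the text, 1415 values kept direction and side of the threshold. Apart from changes of sign, 12 fell under the threshold, all of Mmp9 or Tnfrsf9, and 2 rose past it, both of Akr1b3 at 600 mOsm against iso-osmolar (0.13 in a fit of only the 2 groups compared and 0.12 without 500 mOsm replicate 3). The causes of the changes below were not tested.

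With an absolute log2 fold change of at least 1, the genes that differed were 857 (600 against 500 mOsm), 1122 (500 mOsm against iso-osmolar), 742 (600 mOsm against iso-osmolar), 133 in all 3 comparisons and 737 between the intensities and from iso-osmolar, with 206 higher at 600 and 651 higher at 500 mOsm. The members higher at 600 mOsm were 1 (cytosolic ribosomal proteins), 0 (mitochondrial ribosomal proteins) and 0 (nuclear oxidative phosphorylation), where the adjusted p alone gave 69, 19 and 37, since their shifts are small. Those higher at 500 mOsm were 7 (NF-κB), 5 (focal adhesion) and 4 (actin). Of the Fig. 5A genes, 0 were higher at 600 mOsm only, 5 at both intensities and 26 at neither. With an adjusted p under 0.01, the genes that differed were 2352 (600 against 500 mOsm), 2846 (600 mOsm against iso-osmolar), 394 in all 3 comparisons and 2026 between the intensities and from iso-osmolar, with 790 higher at 600 mOsm. Members were 43 (cytosolic ribosomal proteins), 9 (mitochondrial ribosomal proteins), 14 (nuclear oxidative phosphorylation), 31 (actin) and 3 (Fig. 5A, 600 mOsm only).

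The median log2 fold change of the mitochondrially encoded genes, 600 against 500 mOsm, was -0.32 and did not pass 0.05 by camera (adjusted p = 0.0511), but passed it under the alternatives that follow. It was -0.31 with DESeq2, -0.31 with the 2 groups compared, -0.31 with the replicate block, -0.33 with limma on log2 FPKM with 1 added, -0.45 without a filter, -0.46 with the correction for GC content and length, and -0.45 with block and correction. Across the 9 fits that each left out one library it lay from -0.39 to -0.23, and 3 of the 9 passed 0.05. With RLE factors, the library size alone, at least 10 counts in every library or limma on log2 FPKM with 0.1 added it did not pass. The 9 fits that each left out one library gave 19 to 42 members of nuclear oxidative phosphorylation, 11 to 24 of mitochondrial ribosomal proteins and 3 to 6 Fig. 5A genes at 600 mOsm only.

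Without a filter, 48 Fig. 5A genes were higher at neither intensity (46 with DESeq2 on 2 groups). With at least 10 counts in every library 4 were higher at both intensities, and with limma on log2 FPKM with 1 added 5. With the correction for GC content and length, 14 Fig. 5A genes were higher at both intensities, 36 cytosolic ribosomal protein and 17 nuclear oxidative phosphorylation genes were higher at 600 mOsm, and the focal adhesion median was -0.024 and no longer passed 0.05. With block and correction these were 14, 30, 17 and -0.024, with 11 mitochondrial ribosomal protein genes and 9 Fig. 5A genes at 500 mOsm only.

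Changes of sign occurred in log2 fold changes that did not pass 0.05. At 600 mOsm against iso-osmolar, the fits that each left out one library gave -0.054 to 0.016 for Slc38a2, -0.25 to 0.12 for Mmp9, -0.036 to 0.019 for Ccnf and -0.013 to 0.85 for A3galt2, and at 500 mOsm -0.10 to 0.049 for Tnfrsf9. The correction for GC content and length, without and with the block, gave 0.14 and 0.14 for Slc38a2, 0.14 and 0.14 for Slc6a6, 0.029 and 0.029 for Ccnf, and 0.0014 and 0.00028 for Tnfrsf9 at 500 mOsm. Of these, the values of Slc38a2 and Slc6a6 passed 0.05, as did Akr1b3 at 600 mOsm against iso-osmolar under both corrections (0.22), so the difference of these genes from iso-osmolar medium at 600 mOsm depends on this correction. DESeq2 on the 2 groups compared gave 0.0014 for Ccnf.

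At least 1 count in any library was found for 23419 genes, against 9700 with a mean FPKM above 1 in each treatment. Depth limits Elf3, with 0 to 3 counts per library in iso-osmolar medium and at 500 mOsm.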

Differences from the paper's values

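DESeq2 on the 2 groups compared without a gene filter, and the correction for GC content and length with or without the block, were tests chosen only after the result was seen.

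Fig. 4B of the paper shows about 540 genes, read by eye, that differ in all 3 comparisons, against 816 here. Of 20 alternatives set before the data were examined, 18 brought the value within 1.5 times the paper's, and no filter (895) and an absolute log2 fold change of at least 1 (133) did not. DESeq2 on the 2 groups compared without a gene filter, chosen after seeing the values, gave 556.

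The adjusted p-values that the paper states between low and high intensity are smaller than those here. They are, as the paper's and then as computed here, 6.68e-257 and 5.27e-12 for Hexim1, 2.77e-250 and 2.10e-11 for Ppp1r15a, 6.45e-290 and 1.38e-11 for Slc38a2, 7.34e-300 and 1.36e-12 for Nfkbia, and 6.97e-167 and 3.89e-11 for Tnfaip3. The paper names DESeq2 for its test, while the values here come from edgeR's quasi-likelihood test. None of the 18 alternatives set before the data were examined came within 1.5 times the paper's value for any of these genes. For each gene, however, the alternatives fell on both sides of that value. Over these alternatives, the adjusted p lay between 0 and 7.03e-09 for Hexim1, 6.46e-273 and 1.93e-08 for Ppp1r15a, 0 and 7.96e-09 for Slc38a2, 0 and 1.79e-09 for Nfkbia, and 1.23e-194 and 3.00e-08 for Tnfaip3. DESeq2 on the 2 groups compared without a gene filter, chosen after seeing the values, came nearest, at 3.02e-256, 5.19e-249, 1.64e-289, 2.48e-298 and 5.34e-165.

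Fig. 4C of the paper shows log2 fold changes, 600 against 500 mOsm, read by eye, of about -2.6 for Ppp1r15a, against -2.73 here, about -2.5 for Slc38a2, against -2.61, about -2.6 for Nfkbia, against -2.71, and about -2.6 for Tnfaip3, against -2.73. For Ppp1r15a, limma on log2 FPKM with 1 added (-2.63) closed the gap and the other 17 alternatives set before the data were examined did not. For Slc38a2, the fit without 500 mOsm replicate 3 (-2.56) closed it and the other 17 did not, while the correction for GC content and length (-2.52) and the same with the block (-2.51), chosen after seeing the values, also did. For Nfkbia none of the 18 alternatives closed it, the nearest being -2.66, nor did those added later. For Tnfaip3 none of the 18 closed it, while the correction for GC content and length (-2.54) and the same with the block (-2.54), chosen after seeing the values, did.

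The paper states that Hexim1 was not increased at low intensity. Here it was higher at 500 mOsm than in iso-osmolar medium (log2 fold change 1.04, adjusted p = 8.23e-09), and the authors' deposited table lists 1.02 (adjusted p = 1.77e-49 in that table). The paper's text gives 3963 as the genes that differ between low and high intensity and 2733 as those that also differ from iso-osmolar medium at low and high intensity. In the authors' deposited table, 3963 genes have an adjusted p under 0.05 in 600 mOsm against iso-osmolar and 3078 between the intensities, and 2733 genes have one in 600 mOsm against iso-osmolar and in at least one other comparison. Here 3810 genes differed between the intensities, 3296 of them also from iso-osmolar medium at one or both intensities and 816 at both (542 in the authors' deposited table). Genes called both by the authors and here numbered 2912 between the intensities, 2926 at 500 mOsm and 3798 at 600 mOsm against iso-osmolar.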

Other observations

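The tests of matched lists and of normalization for the ribosomal protein and oxidative phosphorylation genes, of transcript length, of weakly expressed genes and of Hexim2 were chosen only after the result was seen.

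Of the 10 splits of the 6 libraries in each comparison, 4 part all same-numbered libraries, and the others part 1 such pair. Only 1 of the 4, the real split, gave as many genes with an adjusted p under 0.05, in 600 against 500 mOsm (3810), 500 mOsm against iso-osmolar (3659) and 600 mOsm against iso-osmolar (4594), and only 1 of all 10. The other splits gave 0 genes (unadjusted p under 0.05: 137 to 1496, 98 to 754 and 127 to 956 genes). With 4 splits the share cannot fall under 0.25, and with all 10 it cannot fall under 0.1, so this count could not have passed 0.05 and decides nothing by itself. Across genes, which are not independent replicates, the deviations of same-numbered libraries did not correlate positively on average in any of the 3 comparisons (mean r -0.36, -0.047 and -0.18, in the same order), although their correlation with GC content was alike in same-numbered iso-osmolar and 500 mOsm libraries (-0.26 and -0.30, 0.54 and 0.57, -0.20 and -0.24).

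The shifts of the cytosolic ribosomal protein and nuclear oxidative phosphorylation genes between 600 and 500 mOsm are small, and technical explanations were weighed for them. The lowest medians under TMM, RLE factors or the library size alone were 0.19 and 0.15 (log2), and with the 10 most counted genes removed they were 0.20 and 0.17. Of 10000 lists matched for length, GC content and expression, 0.01% had a median as high as either list, the smallest percent these draws can give. The matched lists shifted too, with a median of 0.12 (95% between 0.085 and 0.15) for the ribosomal protein genes and 0.11 (95% between 0.077 and 0.14) for oxidative phosphorylation. Length, GC content and expression may thus account for part of each shift. How closely the matched genes met the list members in these properties was not examined. Whether these properties account for all of each shift therefore stays open. Pseudogenes, of which 226 were counted, held 0.481% of the summed counts of ribosomal protein genes and pseudogenes, and the log2 ratio of these sums between 600 and 500 mOsm was 0.19.

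Between 600 and 500 mOsm, longer transcripts were lower. The median log2 fold change was 0.12 under 1 kb (1180 genes), 0.08 from 1 to 2 kb (2493 genes), 0.02 from 2 to 4 kb (5226 genes), -0.11 from 4 to 10 kb (3937 genes) and -0.34 above 10 kb (246 genes). RNA integrity that differs between libraries could give such a slope. The lowest slope of the 500 mOsm libraries exceeded the highest of the 600 mOsm libraries by 0.0019, and the difference of the mean slopes (0.0629) was close to the range within 500 mOsm (0.0607) and within 600 mOsm (0.0511). The slope cannot be told apart from RNA integrity, and neither can the part of the ribosomal protein and oxidative phosphorylation shifts that follows length.

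Weakly expressed genes were examined for transcription that runs on past the end of a neighboring gene at 600 mOsm. Split by their iso-osmolar level, 353 of 3021 weakly expressed genes were higher than in iso-osmolar medium and 282 lower. That choice of genes favors increases, so the split was repeated by the mean over all libraries, and then 306 of 2992 were higher and 348 lower. Weak genes past a 3′ end (335 genes, median log2 fold change 0.11) and before a 5′ end (232 genes, median 0.11) did not differ (permutation p = 0.955, and 0.654 with the earlier split). The test thus gave no sign of run-on transcription within 10 kb at 600 mOsm. It was not made at 500 mOsm, where more genes had at least 1 count. The paper's text does not say whether counting used the strand, so run-on transcription is not excluded.

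Lars2 was higher at 600 mOsm than in iso-osmolar medium, and reads from mitochondrial ribosomal RNA were considered as a source. Annotated Lars2 transcripts had 0 alignments of at least 100 bases and 95% identity with mitochondrial ribosomal RNA, the longest being 27 bases. That explanation was not borne out. Cytosolic ribosomal RNA was not weighed as a source, and no biological explanation was tested.

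Hexim2, chosen after its values were seen, was higher at 600 than at 500 mOsm (log2 fold change 2.32, adjusted p = 4.95e-08). It starts 12704 bases past the end of Hexim1 on the same strand. At 500 mOsm Hexim2 was lower than in iso-osmolar medium (log2 fold change -0.47, adjusted p = 0.0286) while Hexim1 was higher (1.04), so Hexim2 does not simply follow Hexim1. The distance alone does not tell whether transcription ran on from Hexim1 at 600 mOsm.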
